# Laboratory evolution of synthetic electron transport system variants reveals a larger metabolic respiratory system and its plasticity

**DOI:** 10.1038/s41467-022-30877-5

**Published:** 2022-06-27

**Authors:** Amitesh Anand, Arjun Patel, Ke Chen, Connor A. Olson, Patrick V. Phaneuf, Cameron Lamoureux, Ying Hefner, Richard Szubin, Adam M. Feist, Bernhard O. Palsson

**Keywords:** Bacteriology, Bioenergetics, Synthetic biology

## Abstract

The bacterial respiratory electron transport system (ETS) is branched to allow condition-specific modulation of energy metabolism. There is a detailed understanding of the structural and biochemical features of respiratory enzymes; however, a holistic examination of the system and its plasticity is lacking. Here we generate four strains of *Escherichia coli* harboring unbranched ETS that pump 1, 2, 3, or 4 proton(s) per electron and characterized them using a combination of synergistic methods (adaptive laboratory evolution, multi-omic analyses, and computation of proteome allocation). We report that: (a) all four ETS variants evolve to a similar optimized growth rate, and (b) the laboratory evolutions generate specific rewiring of major energy-generating pathways, coupled to the ETS, to optimize ATP production capability. We thus define an Aero-Type System (ATS), which is a generalization of the aerobic bioenergetics and is a metabolic systems biology description of respiration and its inherent plasticity.

## Abstract (web summary)

The bacterial respiratory electron transport system (ETS) is branched to allow condition-specific modulation of energy metabolism. Here the authors examine the systems level properties of aerobic electron transport system using adaptive laboratory evolution and multi-omics analyses.

## Introduction

Respiration requires organisms to have an electron transport system (ETS) for the generation of proton-motive force across the membrane that drives ATP synthase. Although the molecular details of the ETS are well-studied and constitute textbook material, few studies have appeared to elucidate its systems biology. The most thermodynamically efficient ETS consists of two enzymes, an NADH: quinone oxidoreductase (NqRED) and a dioxygen reductase (O_2_RED), which facilitate the shuttling of electrons from NADH to oxygen. However, evolution has produced variations within the ETS which modulate the overall energy efficiency of the system even within the same organism^1–3^. The systems level impact of these variations and their individual physiological optimality remain poorly determined. To mimic varying ETS efficiency we generated four *Escherichia coli* deletion strains (named ETS-1H, 2H, 3H, and 4H), each with one of the four unbranched ETS variants that pump 1, 2, 3, or 4 proton(s) per electron, respectively. We then performed systems level characterization of these ETS variants. We observe that: (a) adaptive laboratory evolution (ALE) enables all four ETS variants to evolve to a similar growth rate; (b) the evolution of ETS variants is supported by specific rewiring of major energy-generating pathways that couple to the ETS to optimize their ATP production capability; (c) proteome allocation per ATP generated is the same for all the variants, (d) the aero-type, that designates the overall ATP generation strategy^4^ of a variant, remain conserved during its laboratory evolution, with the exception of the ETS-4H variant; and (e) integrated computational analysis of the data supports a proton-to-ATP ratio of 10 protons per 3 ATP for ATP synthase for all four ETS variants.

## Results and discussion

*E. coli* has a highly flexible ETS consisting of 15 dehydrogenases and 10 reductases to allow growth in both oxic and anoxic environments^5^. The expression of these enzymes is regulated by a variety of electron acceptors with a known hierarchy, such that oxygen represses all anoxic respiratory pathways and nitrate represses other anoxic pathways^3,5^. Despite this thermodynamic hierarchy, co-expression of different respiratory chains was reported in another *γ*-proteobacterium to expand the flexibility of its electron transfer network^3^. We probed the condition-dependent expression of all these dehydrogenases and reductases using a large RNA-seq compendium for *E. coli*^6^. We observed a spectrum of expression values of these genes across the experimental conditions showing the contribution of these enzymes in generating plasticity in energy metabolism (Supplementary Fig. 1).

To examine the contributions of individual oxic respiratory pathways to bioenergetics, we sought to design unbranched pathways through the ETS. The oxic component is contributed by both proton pumping and non-pumping NqREDs (hereafter referred to as NDH-I and NDH-II, respectively) along with three types of O_2_REDs (Fig. 1a). Cytochrome bd O_2_REDs (CBDs) are less electrogenic compared to Cytochrome bo_3_ O_2_REDs (CYO). There are two CBDs, bd-I and bd-II, and both functions similarly to generate proton-motive force (PMF) by a vectorial movement of protons involving transmembrane charge separation. The similar PMF generation strategies make bd-I and bd-II O_2_REDs equivalent when choosing gene knockout strategies^7,8^.

**Fig. 1:**
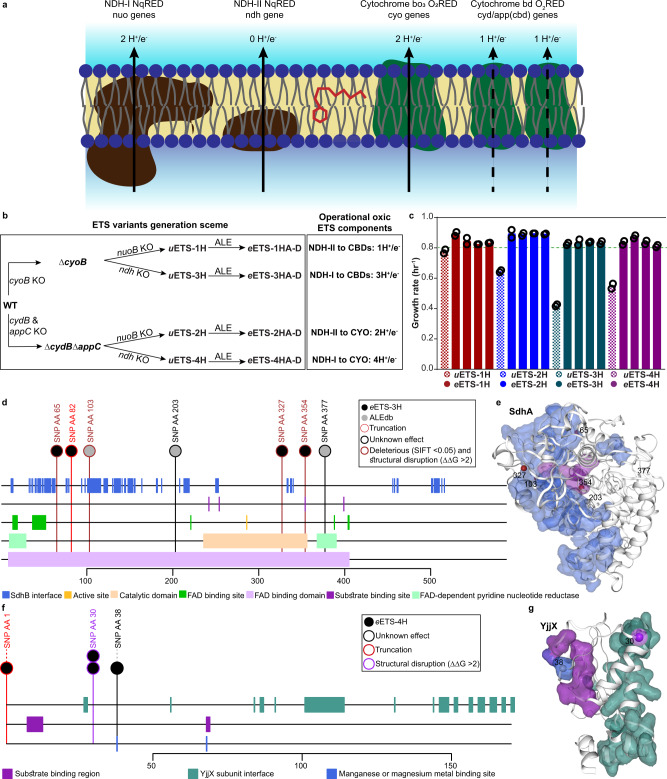
Generation and evolution of unbranched ETS variants. **a** Schematic showing the respiratory enzymes involved in the flow of electrons from NADH (donor) to oxygen (acceptor). NDH-I and NDH-II are the proton pumping and non-pumping NADH: quinone oxidoreductase, respectively. Dashed arrows for CBDs represent the vectorial mode of PMF generation. **b** Scheme for generating ETS variants translocating 1, 2, 3, or 4 proton(s) per electron. *u*ETS is the unevolved strain and *e*ETS is the evolved strain. A–D are the four independently evolved lineages of each strain. **c** Growth rates of ETS variants before and after ALE. **d**, **f** Predictive mechanistic interpretation of the impact of mutations observed in the evolved strains of (**d**) ETS-3H (*sdhA*) and (**f**) ETS-4H (*yjjX*) mutations on the structure and function of the protein. Mutations displayed are those from this study and other ALE experiments in ALEdb seen to mutate these genes^10^. Horizontal tracks display the reported features associated with the region of the protein. The mutations collected from ALEdb refer to experiments from the following set, respectively^12,49,50^. Protein structures showing the amino acid residues mutated in (**e**) SdhA and (**g**) YjjX. Source Data available in Supplementary Table 3.

Based on these characteristics, we designed four ETS variants with unbranched electron flows representing all alternate oxic respiratory routes translocating 1, 2, 3, or 4 proton(s) per electron (designated as ETS-nH, with *n* = 1, 2, 3, 4). The designs of the four ETS variants are illustrated in Fig. 1b.

Next, we analyzed their growth phenotype (Fig. 1c). Interestingly, the unevolved variants (called *u*ETS) showed different growth rates that had no clear association with their H^+^/e^−^ value. While the loss of activity of NDH-I showed a lesser growth rate retardation, the deletion of NDH-II significantly compromised the growth rate of the deletion strains.

To allow the ETS variants to overcome the growth defects resulting from gene deletions, we performed ALE with four independent replicates of each variant in an oxic environment (Supplementary Table 1) (evolved variants are named *e*ETS-nHm with the replicate evolutionary endpoints indexed as m = A, B, C, D)^9^. We evolved all variants until their growth rate plateaued. ETS-1H, 2H & 3H required evolution for approximately 400 generations, while ETS-4H required approximately 700 generations. In spite of the different number of protons pumped per electron, all four ETS variants evolved to a similar optimized growth rate in replicate evolutions (~0.85 h^−1^) (Fig. 1c).

Next, we sought to determine the acquired mutations that enabled adaptation to a higher growth rate for all ETS variants. We performed whole-genome sequencing of each strain and used a comprehensive database of mutations from ALE experiments (aledb.org^10^) to interpret the potential impact of the identified mutations. The mutation calling revealed only a few genetic changes in the evolved strains except for *e*ETS-4HC which acquired 15 genetic changes (Supplementary Data 1). The higher number of mutations in *e*ETS-4HC could be due to the mutated DNA mismatch repair enzyme *mutS* in this strain^11^. Every ETS variant acquired mutations responsible for enabling faster growth on M9 minimal medium (Supplementary Table 2, Supplementary Data 1)^12–15^. An intergenic mutation between *pyrE* and *rph* has been reported to alleviate pyrimidine pseudo-auxotrophy resulting in a faster growth rate. RNA polymerase subunit mutations are proposed to favor a higher growth rate by accelerating the transcriptional processes. Another common mutation reported to support a faster growth rate is in the intergenic region between *hns* and *tdk*. This mutation is expected to downregulate several stress response pathways and shift resources to support growth. *u*ETS-1H carried the *pyrE-rph* intergenic mutation, which explains the relatively faster initial growth rate of this strain.

Besides mutations responsible for acclimatization to media, *u*ETS-3H and *u*ETS-4H acquired a common gene-related mutation in all four independently evolved lineages. This mutational convergence simplified the otherwise difficult task of establishing the genotype-phenotype relationship^16–18^.

All four evolved replicates of *u*ETS-3H acquired point mutations in *sdhA*, the catalytic subunit of succinate dehydrogenase (Supplementary Table 2). *e*ETS-3HB acquired a point mutation that brings in a premature termination codon in the *sdhA* open reading frame, suggesting a loss of functional enzyme (Supplementary Data 1). We explored the potential impact of other mutations by investigating whether the SNPs could affect the protein’s function based on amino acid properties and sequence homology (SIFT)^19^ or structural stability (ΔΔG)^20^. Almost all mutations in *sdhA* were either in or near interface surfaces and seem to be working to disrupt its functionality by either disrupting a substrate-binding site or causing a structural-functional perturbation (Fig. 1d, e). Notably, the deletion of another subunit of this enzyme, *sdhC*, has been reported to increase the biomass yield in an oxic environment^21^. *u*ETS-3H appeared to adopt a similar metabolic route to increase its growth rate.

All four replicates of *u*ETS-4H acquired mutations in an inadequately characterized gene, *yjjX* (Supplementary Table 2, Supplementary Data 1). The structural and biochemical evidence suggests that YjjX, an inosine/xanthosine triphosphatase, may be involved in the mitigation of the deleterious impact of oxidative stress by preventing the accumulation of altered nucleotides^22^. Also, the physical association of YjjX with the elongation factor suggests a negative impact on the translational rate. The STRING-based protein-protein interaction predicted the association of YjjX with glycolytic and ATP biosynthetic processes^23^. Interestingly, *e*ETS-4HA replaced the start codon, ATG, with ATA (Supplementary Data 1). Apart from replacing methionine with isoleucine, this substitution potentially diminishes the expression of this protein^24^. A similar disruptive impact is expected from other *yjjX* mutations (Fig. 1f, g). The cysteine to tyrosine substitution at amino acid residue 30 was predicted to destabilize the structure as it lies just beside a subunit interface residue, and a charge reversion due to the glutamate to lysine substitution at amino acid residue 38 targets the metal-binding site. Thus, it appears that *e*ETS-4H is attempting to prevent translational halting to achieve a higher growth rate.

Since the restoration of the evolved variants to the same growth rate cannot be deciphered from genetic changes alone, we took a broader systems view to understand the underlying metabolic perturbations. We examined how the evolved variants rewired the fluxes through the major metabolic pathways that couple to the ETS. We generated RNA sequencing and metabolite profiling data for all the strains and performed targeted and systems level analyses. 

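RNA was sequenced from 20 strains, the unevolved strain and the 4 evolved lineages (A to D) of each of the 4 ETS variants, with 2 cultures per strain, so that 40 libraries were available. Metabolite profiles were not used here. The authors deposited, for 4355 genes listed by b-number, TPM values (length-normalized shares of the transcripts of a library) plus 1, on a linear scale. Gene symbols were taken from a RefSeq gene table, which held 4351 of the 4355 identifiers. For 36 libraries the deposited columns name the strain and the culture, and for the 4 libraries of uETS-1H and uETS-3H they name the strain and give both of its columns the same culture number, so the cultures cannot be numbered. For the evolved lineages A to D of ETS-4H the sample labels name flasks 46, 48, 46 and 46 of the evolution experiment, and the paper's strain table names flasks 66, 71, 63 and 60, so whether these libraries come from the paper's endpoints is not settled. In the other variants the flasks agree. The steps between the low TPM values of a library gave back whole numbers of counts for 98.7 to 99.8% of these values, and from them the depth of each library was recovered. It ranged from 2941678 to 12871388 counts on genes, with a median of 6275110. These depths are estimates. In ETS-1H they ran from 4543899 to 7769190 counts before evolution (median 6156544) and from 10183603 to 12871388 after it (median 11073082). In ETS-2H the range was 2941678 to 3967985 before (median 3454832) and 3960909 to 8191011 after evolution (median 6011897). In ETS-3H it was 6289880 to 8565745 (median 7427812) and 5447251 to 7953268 (median 6571460), and in ETS-4H 6087921 to 7356297 (median 6722109) and 3712265 to 4720914 (median 4304244).
Log2 fold changes were computed on log2(TPM + 1), a scale that understates the change of genes with low values. All libraries entered a single limma model with a mean for each strain, and each contrast set the mean of the 4 evolved lineages against the unevolved strain. The error in this test is the spread between the 2 cultures of a strain (20 residual degrees of freedom), not the spread between lineages. It is pooled over all strains, so for a gene that some strains lack it takes in their values near 0. The 4344 genes above 0 in at least 1 library were tested, two-sided, with Benjamini-Hochberg adjustment. A gene was counted as changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1.
The libraries also differed in a property that the labels do not name. Genes shorter than 200 bp took 2.74 to 3.84% of the TPM in 24 libraries (uETS-2H, eETS-2HA, eETS-2HB, every eETS-1H lineage and every ETS-4H strain) and 4.78 to 6.53% in the other 16 (uETS-1H, eETS-2HC, eETS-2HD and every ETS-3H strain). The unevolved and evolved libraries therefore lay on opposite sides in ETS-1H, on the same side in ETS-3H and ETS-4H, and in ETS-2H the lineages were divided.
The deleted genes were examined first, in every library. The gene nuoB (b2287) was at 342 to 957 TPM in the libraries of the strains that retain it, apart from eETS-4HA, and at 0 to 11.6 TPM in the 20 libraries of the strains that lack it. In the 2 libraries labelled eETS-4HA, a strain that retains nuoB by design, it was at 0.235 and 0.287 TPM. In the same 2 libraries ndh (b1109), which is deleted in ETS-4H, was at 103 and 122 TPM, against 60.7 to 463 TPM in the strains that retain it and 0 to 2.35 TPM in the other libraries of strains that lack it. For these 2 genes the libraries labelled eETS-4HA thus go against their label, and they are called by that label throughout. The other deleted genes followed the labels in every library. The gene cyoB (b0431) was at 426 to 1382 TPM where retained and at 0.890 to 6.12 TPM where deleted, and cydB (b0734) at 316 to 1702 TPM and at 0 to 6.53 TPM. The gene appC (b0978) was at 4.43 to 34.6 TPM where retained and at 0 to 0.791 TPM where deleted.

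**Figure D1:**
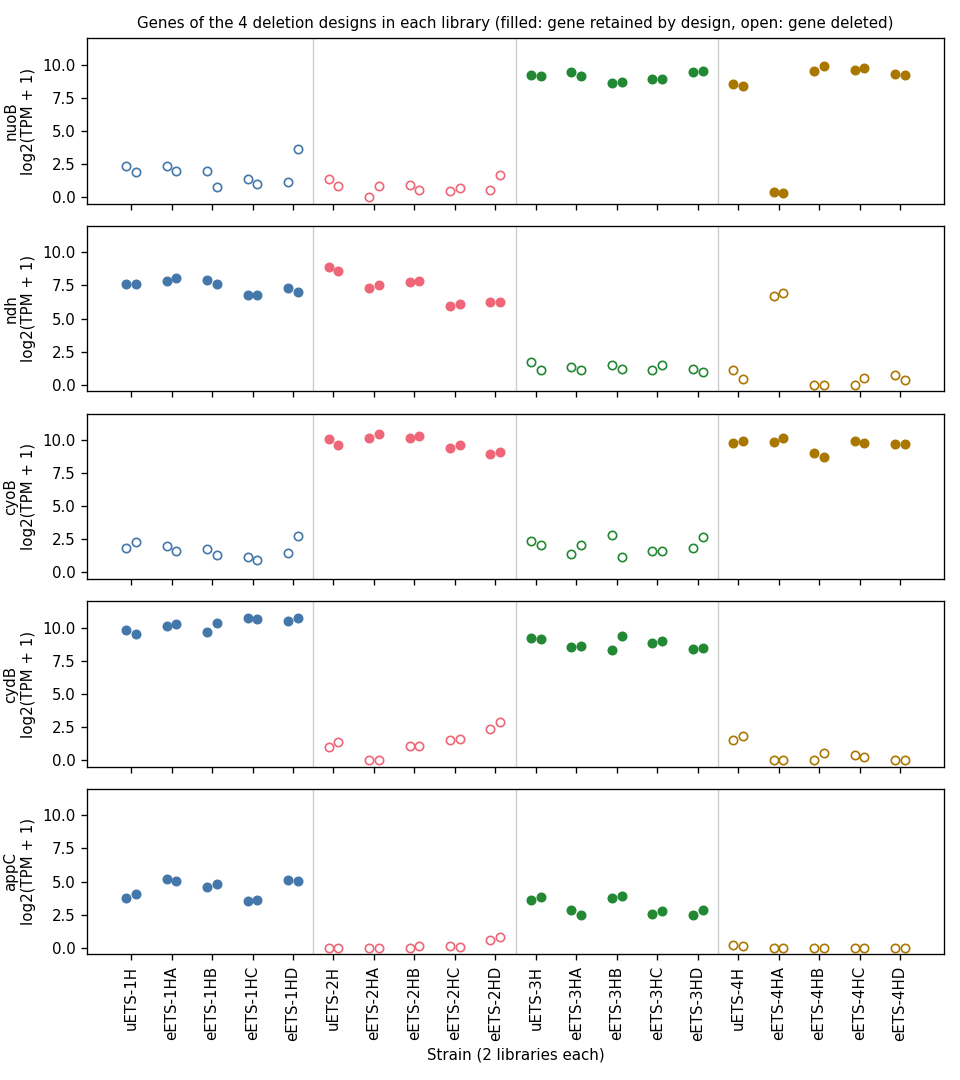
The log2(TPM + 1) of the 5 deleted genes (vertical axes) in each of the 40 libraries by strain (horizontal axis), with filled points where the design retains the gene and open points where it is deleted. The 2 libraries labelled eETS-4HA lie among the strains without nuoB (0.235 and 0.287 TPM) and among those with ndh (103 and 122 TPM).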

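Spearman's rank correlation coefficient was computed across the 4344 genes between the strains' mean log2(TPM + 1) values. These are correlations across genes, which are not independent replicates. Between the evolved lineages of a variant, the mean of the 6 pairs was 0.980 ± 0.00970 (SD) in ETS-1H, 0.954 ± 0.0209 in ETS-2H, 0.956 ± 0.0223 in ETS-3H and 0.945 ± 0.0213 in ETS-4H. Between the unevolved strain and its 4 lineages, the mean was 0.931 ± 0.0135 in ETS-1H, 0.885 ± 0.0404 in ETS-2H, 0.859 ± 0.0368 in ETS-3H and 0.908 ± 0.0378 in ETS-4H. The lowest coefficient between evolved lineages, 0.909 in ETS-4H, lay below the highest between uETS-4H and its lineages, 0.947. Averaged over the variants, the coefficient between evolved lineages exceeded that with the unevolved strain by 0.0631. In a two-sided exact permutation test over every way of calling 1 of the 5 strains of each variant unevolved, p was 0.0016, the smallest that the test can give. In ETS-3H and ETS-4H, where all strains lay on the same side in the share of short genes, the excess was 0.0670 (exact permutation test over 25 relabellings, p = 0.04, the smallest possible). Of the alternatives, restricting the genes to the 209 ATS genes and centring each gene on its mean over the 20 strains moved the excess most, to 0.513 (exact permutation test, p = 0.0048). This average was uneven over the variants. The excess in that setting was 0.773 in ETS-1H, 0.587 in ETS-2H and 0.643 in ETS-3H, but only 0.050 in ETS-4H.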

We observed a high transcriptional correlation among the evolved replicates (Spearman’s rank correlation coefficient >0.75) of each variant, but the correlation between pre-and post-evolved variants was lower (Fig. 2a). Notably, consistent genetic and transcriptomic changes supported a common evolutionary trajectory for the replicates of each variant.

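After evolution, 980 genes were changed in ETS-1H (421 higher, 559 lower), 1206 in ETS-2H (709 higher, 497 lower), 1812 in ETS-3H (618 higher, 1194 lower) and 1221 in ETS-4H (350 higher, 871 lower). Without the library labelled eETS-4HA, the count in ETS-4H was 1023. The median log2 fold change of all genes was -0.055 in ETS-1H and 0.015 in ETS-2H, but -0.38 in ETS-3H and -0.40 in ETS-4H. With each library centred on its median log2 ratio, 55.3% of the changed genes in ETS-3H and 60.2% in ETS-4H were higher, against 34.1% and 28.7% without centring. The alternative that moved the counts most took the lineage means as the unit, so that the spread between lineages became the error. It gave 33 genes in ETS-1H, 215 in ETS-2H, 707 in ETS-3H and 152 in ETS-4H, and with the library labelled eETS-4HA left out as well, chosen after the values were seen, 32, 218, 724 and 112.
With each lineage set against the unevolved strain on its own, the number of genes past the same thresholds in the same direction in all 4 lineages was 458 in ETS-1H (228 higher, 230 lower). It was 471 in ETS-2H (312 higher, 159 lower), 956 in ETS-3H (304 higher, 652 lower) and 294 in ETS-4H (81 higher, 213 lower). With each library centred on its median log2 ratio the balance of the last 2 reversed, to 812 in ETS-3H (489 higher, 323 lower) and 291 in ETS-4H (174 higher, 117 lower). The 4 comparisons of a variant share the same unevolved libraries. In 100 simulated sets of unchanged lineages against these libraries, the mean number of genes alike in all 4 was 0 in each variant, although the simulated fold changes correlated at 0.50 on average. The simulation held only independent spread between cultures and no library batch. It therefore cannot exclude genes alike through a batch that sets the unevolved libraries apart, which stays open in ETS-1H above all. Without eETS-1HC the count in ETS-1H was 708, and without eETS-4HD the count in ETS-4H was 685.
Among the genes changed in one direction in all 4 lineages, those with the lowest and the highest log2 fold change were named. In ETS-1H, efeU (b4490) fell from 136 ± 32.4 TPM (SD, n = 2 cultures) to 5.45 ± 2.64 TPM (SD, n = 4 lineages), a log2 fold change of -4.48 (standard error 0.33, limma adjusted p = 5.86e-11). The other genes at that end were ndk (-3.73) and cyoA (-3.62), which adjoins the deleted cyoB. At the upper end were fruB (5.71), fruK (5.21) and ynfE (4.59). In ETS-2H, cirA (b2155) fell from 3284 ± 184 to 7.44 ± 1.38 TPM (log2 fold change -8.62, standard error 0.31, limma adjusted p = 2.73e-17), followed by entC (-8.36) and fes (-7.88), each at or below 3 counts in 1 of the 8 evolved libraries. In the same variant cusC (b0572) rose from 3.11 ± 1.95 to 803 ± 285 TPM (log2 fold change 7.63, standard error 0.30, limma adjusted p = 9.23e-17), followed by cusF (6.92) and cusB (6.68). In ETS-3H, purE (b0523) fell from 322 ± 8.50 to 14.4 ± 21.8 TPM (log2 fold change -5.36, standard error 0.36, limma adjusted p = 2.24e-12), followed by pyrC (-4.30) and xanP (-4.20). The highest there were a pair of short genes at or below 3 counts in uETS-3H, pheL (48 bp, listed at 0 there and at least 16.0-fold higher after evolution) and ytiC (102 bp, at least 61.3-fold higher), and bssR (6.21). In ETS-4H the lowest were entC (-7.12), cirA (-7.12) and nrdI (-6.91, at or below 3 counts in 1 of the 8 evolved libraries), and the highest were cusC (6.81), cusF (5.98) and ompW (5.62).
The paper takes the genetic and transcriptomic changes that the replicates of a variant share as support for a common evolutionary trajectory. The genetic changes were not analysed here.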

**Fig. 2:**
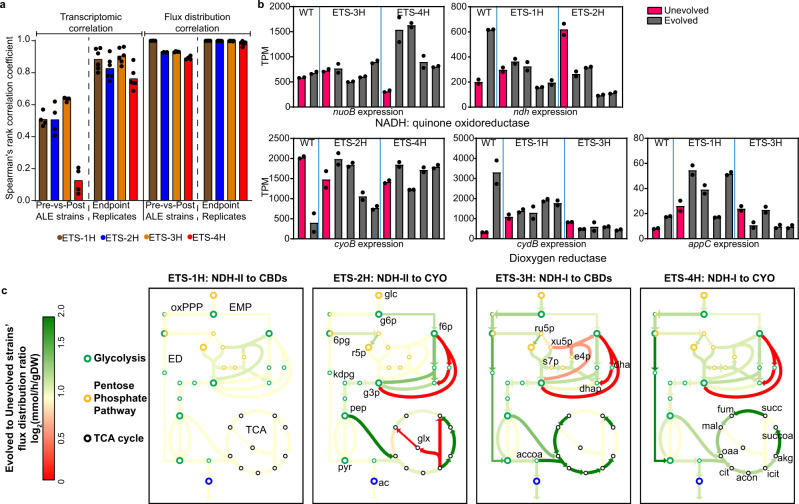
Metabolic rewiring supporting growth rate optimization in the ETS variants. **a** Transcriptional and metabolic flux distribution correlations between evolved replicates and unevolved strains. Correlation of all four evolved replicates of each ETS variant has been calculated with corresponding unevolved strain and has been presented as Pre-vs.-Post ALE strains correlation. Correlation of all four evolved replicates of each ETS variant has been calculated among each other and has been presented as Endpoint Replicates correlation. **b** Expression changes in the alternate NqRED and O_2_RED in the unbranched ETS variants. **c** Computed metabolic flux maps depicting the central metabolism in the evolved ETS variants as compared to respective unevolved ETS variants. Key metabolites are indicated in the figure as follows: glc glucose, g6p D-glucose-6-phosphate, f6p D-fructose-6-phosphate, 6 pg 6-phospho-D-gluconate, ru5p D-ribulose-5-phosphate, r5p ɑ-D-ribose 5-phosphate, xu5p D-xylulose-5-phosphate, s7p sedoheptulose-7-phosphate, e4p D-erythrose-4-phosphate, dha dihydroxyacetone, dhap dihydroxyacetone-phosphate, kdpg 2-keto-3-deoxy-6-phosphogluconate, g3p glyceraldehyde-3-phosphate, pep phosphoenolpyruvate, pyr pyruvate, ac acetate, accoa acetyl-CoA, oaa oxaloacetate, cit citrate, acon cis-aconitate, icit isocitrate, akg 2-oxoglutarate, succoa succinyl-CoA, succ succinate, fum fumarate, mal malate. [oxPPP oxidative pentose phosphate pathway, EMP Embden-Meyerhof-Parnas pathway, ED Entner–Doudoroff pathway, TCA Tricarboxylic acid cycle]. Source Data available in Supplementary Table 2 and provided RNA-seq data.

Bacterial physiology displays a remarkable compensatory potential facilitated by altered metabolic flux states resulting from genetic and transcriptomic changes^21^. Therefore, we examined if the surrogate NqRED or O_2_RED compensated for the loss of function resulting from deleted ETS enzymes (Fig. 2b). 

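Fig. 2b shows the NqRED and O2RED genes that each variant retains, which are ndh, cydB and appC in ETS-1H, ndh and cyoB in ETS-2H, nuoB, cydB and appC in ETS-3H, and nuoB and cyoB in ETS-4H. Of these 10 pairs of a gene and a variant, 6 changed after evolution at a limma adjusted p under 0.05 when adjusted over the list alone, and 6 when adjusted over all genes tested. Only 2 of the 6 had an absolute log2 fold change of at least 1. In ETS-1H, cydB rose from 814 ± 117 TPM (SD, n = 2 cultures) to 1359 ± 283 TPM (SD, n = 4 lineages), higher in 4 of 4 lineages. Its log2 fold change was 0.71 (standard error 0.20, limma adjusted p over all genes 0.00449). In ETS-3H, cydB fell from 576 ± 9.29 to 425 ± 77.6 TPM, lower in 4 of 4 lineages, with a log2 fold change of -0.48 (standard error 0.20, limma adjusted p = 0.0360). With each library centred on its median log2 ratio, this became -0.099 (limma adjusted p = 0.671, the highest over the alternatives, which began at 0.00251). The gene appC rose in ETS-1H from 14.2 ± 2.61 to 25.4 ± 10.5 TPM (log2 fold change 0.69, standard error 0.15, limma adjusted p = 3.71e-04), higher in 3 of 4 lineages. In ETS-3H it fell from 12.3 ± 1.49 to 7.30 ± 3.93 TPM (log2 fold change -0.79, standard error 0.15, limma adjusted p = 4.28e-05), lower in 3 of 4. In ETS-3H, nuoB was at 579 ± 24.0 TPM before and 555 ± 145 TPM after evolution, a log2 fold change of -0.099 (standard error 0.38, limma adjusted p = 0.820), higher in 2 of 4 lineages. In ETS-2H, cyoB was at 940.2 ± 198 TPM before and 928 ± 367 TPM after, a log2 fold change of -0.10 (standard error 0.30, limma adjusted p = 0.793), also higher in 2 of 4. The sign of both of these small changes reversed under some alternatives, to 0.29 for nuoB with each library centred and to 0.15 for cyoB without eETS-2HD. With the lineage means as the unit, none of the 10 changes passed an adjusted p of 0.05 over all genes. The error is then pooled over the lineages of all variants, and for ndh and nuoB the library labelled eETS-4HA enlarges it. With that library left out as well, chosen after the values were seen, the standard error of ndh in ETS-2H fell from 1.67 to 0.59 and its limma adjusted p from 0.530 to 0.0861 (from 1.55e-14 to 0.530 over all alternatives), and still none of the 10 passed.
The difference in the change after evolution between the 2 variants that retain a gene was tested as well, with adjustment over the 5 genes. The change in cydB in ETS-3H minus that in ETS-1H was -1.20 on the log2 scale (standard error 0.29, limma adjusted p = 5.60e-04). For appC the same difference was -1.48 (standard error 0.21, limma adjusted p = 1.16e-06). With the lineage means as the unit, neither difference passed (limma adjusted p = 0.479 for cydB and 0.326 for appC). In ETS-1H, evolved and unevolved libraries lay on opposite sides in the share of short genes. A library batch was therefore not separable from evolution there. For cyoB, the change in ETS-4H minus that in ETS-2H was -0.13 (standard error 0.43, limma adjusted p = 0.769).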

There was no clear compensatory trend in the strains with unbranched ETS except for ETS-4H. 

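In ETS-4H, nuoB was at 355 ± 18.7 TPM (SD, n = 2 cultures) before evolution. After evolution it was at 855 ± 144 TPM in eETS-4HB, 809 ± 66.8 TPM in eETS-4HC and 613 ± 2.91 TPM in eETS-4HD, and at 0.261 TPM in the library labelled eETS-4HA, less than 3 counts. The log2 fold changes were 1.26, 1.18 and 0.79 in lineages B to D, and in the library labelled eETS-4HA nuoB was at least 413-fold lower than in uETS-4H. Averaged over the 4 lineages, the log2 fold change of nuoB was -1.23 (standard error 0.38, limma adjusted p = 0.00681, higher in 3 of 4). The size of this mean depends on the pseudocount, because 1 of the 4 lineages lies below 3 counts (-1.68 with 0.1 and -0.50 with 10), and its sign rests on the library labelled eETS-4HA, without which the log2 fold change was 1.08 (limma adjusted p = 0.0307, and from 1.43e-06 to 0.752 over all alternatives). The change in ETS-4H minus that in ETS-3H was likewise -1.13 with that library (standard error 0.54, limma adjusted p over the 5 genes 0.0587) and 1.17 without it (limma adjusted p = 0.0591, and from 9.72e-06 to 0.865 over all alternatives). Over the 13 genes of the nuo operon, which includes nuoB, the median log2 fold change was 0.70, and above 0 in each lineage (0.35 to 1.12). The operon's median was above 0 in the other variants too, at 1.09 in ETS-1H, 0.70 in ETS-2H and 0.56 in ETS-3H. Whether the variants differ in it was not tested. The gene cyoB was at 908 ± 55.8 TPM before evolution and at 1015 ± 142 TPM in the library labelled eETS-4HA, 475 ± 70.1 TPM in eETS-4HB, 909 ± 80.9 TPM in eETS-4HC and 829 ± 14.4 TPM in eETS-4HD. Its mean log2 fold change was -0.23 (standard error 0.30, limma adjusted p = 0.523, higher in 2 of 4). The sign of this change reversed to 0.18 with each library centred on its median log2 ratio, and to 0.0088 without eETS-4HB.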

ETS-4H increased the expression of NDH-I while increasing or maintaining the expression of CYO after evolution. Surprisingly, the compensatory upregulation of *ndh* in *u*ETS-2H was lost after evolution to a higher growth rate.

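The gene ndh was at 192 ± 1.71 TPM (SD, n = 2 cultures) in uETS-1H and at 426 ± 52.8 TPM in uETS-2H, the 2 unevolved strains that retain it. The log2 difference was 1.14 (standard error 0.22, limma adjusted p over all genes 1.27e-04), with both cultures of uETS-2H above both of uETS-1H. With a pseudocount of 0.1 in place of 1, the adjusted p of this difference from limma was 0.0523, the highest over the alternatives, which began at 1.56e-08. The difference itself stayed at 1.14, while the standard error rose to 0.49, as the pooled error then takes in the values near 0 of the strains without ndh. In a fit of ETS-1H and ETS-2H alone with the same pseudocount, chosen after the values were seen, the limma adjusted p was 5.05e-06. The 2 strains lay on opposite sides in the share of short genes. With each library's trend with gene length removed, chosen after the values were seen, the difference was 1.04 (limma adjusted p = 3.94e-04, from 1.56e-08 to 0.0523 over all alternatives), so this trend does not account for it, while a library batch that goes with the side was not separable from the strain. After evolution of ETS-2H, ndh was at 173 ± 17.1 TPM in eETS-2HA, 219 ± 4.26 TPM in eETS-2HB, 63.9 ± 4.46 TPM in eETS-2HC and 75.7 ± 0.785 TPM in eETS-2HD. It was lower in 4 of 4 lineages, with a log2 fold change of -1.86 (standard error 0.18, limma adjusted p = 2.02e-09). The smaller decreases, -1.29 and -0.95 on the log2 scale, were in eETS-2HA and eETS-2HB, which share the short-gene side of uETS-2H, and the larger, -2.71 and -2.47, in eETS-2HC and eETS-2HD. In ETS-1H, the evolved lineages had 179 ± 64.3 TPM (SD, n = 4 lineages), a log2 fold change of -0.18 (standard error 0.18, limma adjusted p = 0.401, lower in 2 of 4), which became 0.029 without eETS-1HC. The change in ETS-2H minus that in ETS-1H was -1.68 (standard error 0.25, limma adjusted p over the 5 genes 1.16e-06). With the lineage means as the unit, this difference did not pass (limma adjusted p = 0.811, and 0.166 without the library labelled eETS-4HA). In ETS-1H, moreover, a library batch was not separable from evolution, as its evolved and unevolved libraries lay on opposite short-gene sides.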

Since RNA expression levels may not correlate with metabolic fluxes due to differential translation efficiency and different enzyme catalytic turnover rates, we performed a metabolic flux distribution analysis. To obtain the metabolic flux map, we measured the medium exchange rates of the major metabolites related to respiratory metabolism (Supplementary Table 3). We used both the metabolite exchange rates and transcriptomic data as constraints to simulate the flux through the pathways of the central carbon metabolism using a genome-scale model of metabolism and protein expression (ME-model)^25^. We observed a high correlation in the metabolic flux distributions of the four evolved replicates of each strain, further supporting a similar evolutionary pathway followed by replicates of each variant (Fig. 2a).

To more deeply understand the different metabolic states exhibited by the evolved variants, we examined the variations in their computed proteome allocation using the solutions from the phenotypic and transcriptomic constrained ME-models. We observed a clear distinction between strains with alternate NqRED for the preferred glycolytic pathway (Fig. 2c). NDH-I has approximately 10-times higher molecular mass as compared to NDH-II^26,27^. Therefore, despite its PMF generation potential, NDH-I is a less preferred dehydrogenase during oxic respiration to achieve faster growth^5^. The non-proton pumping high turnover dehydrogenase, NDH-II, is better suited to relieve the growth bottleneck that may arise due to excess built-up of PMF while allowing the operation of oxic ETS^5,28^.

The finite resource carrying capacity of a cell creates metabolic tradeoffs on how to partition the proteome to support metabolic pathways best suited for a given growth condition. With an approximately 3.5-fold higher protein cost, the Embden–Meyerhoff–Parnass (EMP) pathway consumes a larger proportion of proteome as compared to the Entner–Doudoroff (ED) pathway^29^. However, the higher ATP yield of the EMP pathway alludes to a potential tradeoff between the two glycolytic pathways for optimizing ATP production while maintaining a growth-supporting proteome^30^. The ETS-3H and ETS-4H strains forced to respire using larger NqRED (NDH-I) increased the flux through the proteome conservative ED pathway. Thus, we observed a compensatory selection of the preferred pathway to achieve a balanced proteome.

Interestingly, while strains with *nuoB* deletion (ETS-1H and ETS-2H) increased metabolic flux through complex II of ETS, ETS-3H appeared to minimize the flux through complex II (Supplementary Data 2). Notably, *e*ETS-3H lacks *ndh* and acquired a mutation in the gene *sdhA* which codes for a complex II subunit. However, ETS-4H, which also lacks the *ndh* gene, increased the flux through complex II, albeit at a lower level compared to ETS-1H and ETS-2H.

Thus, metabolic plasticity (reflected in metabolic rewiring and associated proteome allocation) allows for redundancy in the *e*ETS variants while supporting the same growth rate. Knowledge of this metabolic plasticity motivated the examination of the overall bioenergetics-state of the evolved ETS variants to fully understand the basis for the evolution to the same growth rate. We have earlier defined an approach to classify the *E. coli* phenotypes into aero-types, which is a quantitative fitness descriptor based on cellular respiratory behavior and proteome allocation^4^. The stratification of aero-types is based on the multimodal distribution of the fraction of total ATP produced through ATP synthase which is modulated through the discrete usage of ETS enzymes. We have reported a non-uniform distribution of phenotypic growth data in the rate-yield plane that can be approximately segregated in different aero-types based on sampling simulations. Here we used aero-types to examine the fitness distribution of ETS variants.

We observed that ETS-1H, ETS-2H, and ETS-3H did not show a major shift in their biomass yield during evolution and thus preserved their respective aero-types (Fig. 3a). The evolutionary optimization of growth rate appears to be largely driven by rewiring central carbon metabolism while oxidative energy metabolism is conserved. ETS-4H jumped from a lower to a higher aero-type after evolution, suggesting an increase in oxic metabolism. The ETS-4H variant has the highest PMF generation capacity. Its aero-type shift to higher classes occurred only after adaptive evolution.

**Fig. 3:**
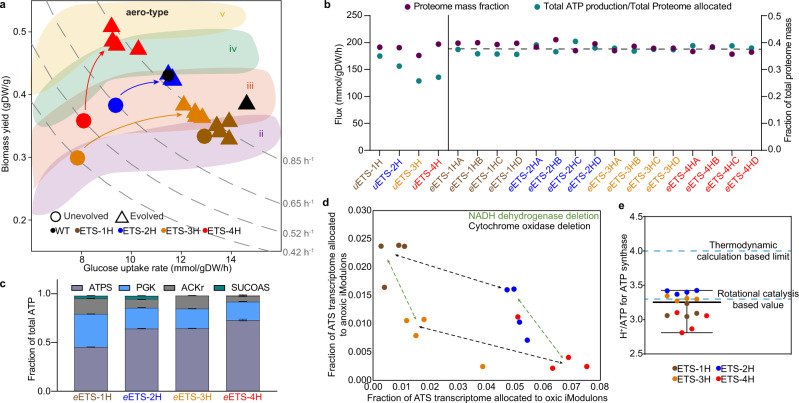
Systems-level examination of ETS variants. **a** Aero-type classification of the ETS variants. Broken lines on the aero-type plot show growth rate isoclines. **b** ME-model-based examination of the ATP production (left y-axis) and proteome allocation (right y-axis) in the ETS variants. The ATP produced per ATS proteome is approximately the same. **c** Contributions of different ATP-producing reactions towards total ATP production. ATP production by (i) ATP synthase (ATPS) in oxidative phosphorylation, (ii) acetate kinase (ACKr) in mixed acid fermentation, (iii) succinyl-CoA synthetase (SUCOAS) in the TCA cycle, and (iv) phosphoglycerate kinase (PGK) in the glycolysis pathway is shown in the histogram. The mean and standard deviation values are calculated using four independently evolved replicates of each strain. **d** Tradeoffs in the expression levels of genes of iModulons associated with anoxic (y-axis) and oxic (x-axis) energetics underlie the rewiring of the ATS to allow all variants to achieve approximately the same growth rate. The lowest aerotype (ETS-1H) has high anoxic/low oxic gene expression while the highest aerotype (ETS-4) exhibits the opposite. The gene composition of the iModulons is shown in Supplementary Table 4. The outliers of the replicates for an ETS variant are reflections of the differences in their genotypes (Supplementary Fig. 2, Supplementary Data 1). **e** Estimation of the number of protons required for the phosphorylation of ADP by ATP synthase (proton-to-ATP ratio) using the ME-model and the experimental data. Individual values of four independently evolved replicates of each ETS variant have been shown on the plot and corresponding median and range of values have been presented. Source Data available in Supplementary Table 3 and provided RNA-seq data.

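The summed TPM of the 11 genes of the paper's oxic iModulons (8, 13 and b2287) and of the 13 genes of its anoxic iModulons (7, 9, 10, 16 and b3366) was divided by the summed TPM of the 209 ATS genes. The paper derived the iModulons from the transcriptome of these variants and grouped them by their association with aero-type, so tests of these genes on the same lineages are not independent of that choice. All genes were counted alike, since the colour that marks negative coefficients in Supplementary Table 4 was not read here. The share of the oxic genes was 0.746 ± 0.457% (SD, n = 4 lineages) in eETS-1H and 8.20 ± 1.58% in eETS-4H, a difference of 7.45 percentage points. All 4 lineages of eETS-4H were above all 4 of eETS-1H (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). In the unevolved strains it was 3.70% in uETS-1H and 5.75% in uETS-4H. Genes of the oxic set are deleted in some variants. Without the deleted genes and the rest of the cyo and nuo operons, 5 oxic genes were left, and the shares were 0.396% in eETS-1H and 5.16% in eETS-4H. The alternative that moved the difference most divided by the TPM of all genes, which gave a difference of 0.876 percentage points.
The share of the anoxic genes was 10.1 ± 4.06% in eETS-1H and 13.8 ± 8.87% in eETS-4H. The difference of 3.73 percentage points did not exceed the spread between lineages (two-sided exact permutation test, p = 0.457). It was 0.892 percentage points without the library labelled eETS-4HA and 6.41 without lineage D of both variants. A single gene, grcA, made up 67.2 to 98.5% of the anoxic share in the 16 evolved lineages. Without grcA, an alternative chosen after the values were seen, the anoxic share was 2.41 ± 0.474% in eETS-1H and 1.04 ± 0.786% in eETS-4H, a difference of -1.37 percentage points (exact permutation test, p = 0.0571). Against the paper's Fig. 3d, read by eye, 16 of 16 anoxic shares differed with grcA and 0 of 16 without it. The share with grcA may therefore not be the quantity that the paper plots. All lineages of both variants lay on the same side in the share of short genes.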

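In each group of 4 lineages, Dixon's ratio was used to look for a lineage far from the other 3. The oxic share was 5.83% in eETS-4HB, against 8.83 to 9.08% in the other 3 lineages of ETS-4H. In both cultures of eETS-4HB, 6.18% and 5.46%, it lay below every culture of the others. No lineage stood apart in the anoxic share. For the genes of iModulon-9, hybO and hybA, the mean log2 value relative to the 20 strains was -2.18 in eETS-4HD, against -0.53 to -0.41 in the other lineages, and 2.29 in eETS-2HB, against 1.43 to 1.56. The 5 genes of iModulon-10 had a mean of -0.031 in eETS-1HC, against 1.32 to 1.40 in the other lineages of ETS-1H. Among them tktB was at 245 ± 2.49 TPM (SD, n = 2 cultures) in eETS-1HC and at 611 to 678 TPM in the others. The mean of the iModulon-7 genes was 0.10 in eETS-3HA, against 1.41 to 1.45. Of its genes, nirB was at 67.0 ± 44.8 TPM in eETS-3HA and at 273 to 293 TPM in the other lineages. For nirD, the only gene of iModulon-b3366, the value was -1.16 in eETS-2HC, against -0.51 to -0.45. In the library labelled eETS-4HA the value of nuoB, the only gene of iModulon-b2287, was -4.48, against 4.45 to 4.92. The paper relates outlying replicates in its plot of anoxic against oxic gene expression to differences in genotype, and its supplement names eETS-4HB there. That statement does not concern the values of single iModulons, and mutations were not analysed here.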

The clustering of each evolved ETS variant along the same growth rate isocline (Fig. 3a) indicated global remodeling of the energy metabolic network to produce similar growth-supporting bioenergetics. We thus defined a larger respiratory system, called the Aero-Type System (ATS), consisting of oxidative phosphorylation, glycolysis, pyruvate metabolism, the TCA cycle, and the Pentose Phosphate pathway, that together define the overall state of oxic energy metabolism (Supplementary Fig. 3). The total proteome allocated to the ATS was very similar in each *e*ETS variant, and the total ATP output of each proteome expressed was almost constant (Fig. 3b). Thus, the composition of the ATS was malleable and able to provide the same supply of ATP, allowing similar growth rates for all *e*ETS variants. We also observed a trend in the metabolic location of ATP production across the variants, where the relative contribution of oxidative phosphorylation was highest for *e*ETS-4H and lowest for *e*ETS-1H (Fig. 3c). Accordingly, an inverse trend was observed for glycolytic and fermentative ATP production.

We next examined the transcriptome to identify the tradeoffs in gene expression that enabled the different metabolic states. We applied a blind source signal separation algorithm, called independent component analysis (ICA)^31^, to examine differential partitioning of the transcriptome of the 209 ATS genes. ICA decomposed the ATS transcriptome into independently modulated sets of genes (called iModulons) (Supplementary Data 3). 

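The genes that Supplementary Table 4 lists for 8 iModulons were followed over the 16 evolved lineages. For each set, the log2(TPM + 1) values of its genes, each centred on its mean over the 20 strains, were averaged, all with a positive sign, since the signs of the coefficients were not read here. The variants were taken in the order ETS-1H, ETS-3H, ETS-2H and ETS-4H of Supplementary Fig. 4. The sets and the order come from the paper's analysis of the same variants, so the p-values describe the order in these lineages and are not an independent test of it. The test also exchanges the 16 lineages freely, although the 4 lineages of a variant share their unevolved strain and its deletions. Its p-values therefore overstate the evidence for an order of the variants themselves. The Jonckheere-Terpstra statistic, the percent of the 96 pairs of lineages from different variants that lie in increasing order, was tested two-sided against its exact permutation distribution, with Benjamini-Hochberg adjustment over the 8 sets. Because the lineages fall into 4 clusters, no pooled correlation coefficient was computed, and the activities from independent component analysis were not recomputed.
For iModulon-13, which holds sdhA to sdhD, cyoA, cyoC, cyoD and fumA, 85.4% of pairs were in increasing order (exact p = 9.29e-04, adjusted p = 0.00372). Its mean was -2.02 ± 0.87 (SD, n = 4 lineages) in eETS-1H, -1.30 ± 0.85 in eETS-3H, 1.61 ± 0.21 in eETS-2H and 1.47 ± 0.38 in eETS-4H. For iModulon-8, ndh and cyoB, it was 65.6% (exact p = 0.179, adjusted p = 0.286), and for iModulon-b2287, nuoB alone, 52.1% (exact p = 0.891, adjusted p = 0.891). These 3 genes are each deleted in 2 of the variants, so the deletions largely set the order of both sets. Their tests therefore decide little about the paper's trend. For iModulon-b3366, nirD alone, 11.5% of pairs were in increasing order (exact p = 2.35e-04, adjusted p = 0.00188), from 3.01 ± 1.01 in eETS-1H to -1.66 ± 1.24 in eETS-4H. For iModulon-7, nirB and grcA, it was 15.6% (exact p = 0.00140, adjusted p = 0.00374), and with nirB alone, a setting chosen after the values were seen, 11.5% (exact test, adjusted p = 9.41e-04, over its alternatives up to 0.0869). The sets of iModulon-9, iModulon-16 and iModulon-10 were in increasing order in 32.3%, 38.5% and 40.6% of pairs, below 50% but not past the threshold (exact p = 0.125, 0.333 and 0.434, adjusted p = 0.25, 0.444 and 0.497). With only pairs of lineages on the same side in the share of short genes, 82.5% of pairs increased for iModulon-13 (exact test, adjusted p = 0.0588, and from 0.00115 to 0.118 over all alternatives), 10.0% for iModulon-b3366 and 12.5% for iModulon-7. In the order of protons translocated per electron (ETS-1H, ETS-2H, ETS-3H, ETS-4H), the adjusted p of iModulon-13 and iModulon-7 was no longer under 0.05 (68.75% and 28.1% of pairs), and that of iModulon-9, iModulon-10 and iModulon-16 was (15.6%, 24.0% and 24.0%).

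**Figure D2:**
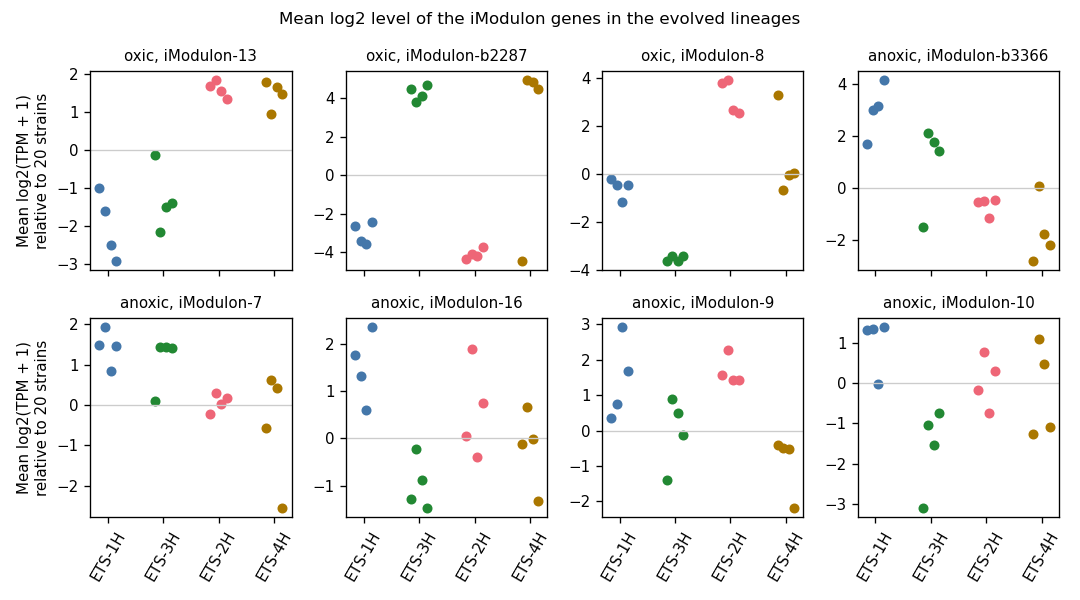
Mean log2(TPM + 1) of the genes of each of the 8 iModulons, relative to the mean over the 20 strains (vertical axes, each with its own range), with a point for each evolved lineage and the variants in the order of Supplementary Fig. 4. The values of iModulon-13 increase and those of iModulon-b3366 and iModulon-7 decrease along the order (85.4%, 11.5% and 15.6% of pairs in increasing order).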

The activities of several iModulons showed a clear association with the aero-type of the ETS variants (Supplementary Fig. 4). iModulons consisting of genes associated with oxic respiration showed a positive correlation with aero-type status (iModulons 8, 13, and b2287), and those constituted by anoxic and/or metabolic genes showed a negative correlation (iModulons 7, 9, 10, 16, and b3366) (Supplementary Fig. 2). Thus, an oxic-anoxic transcriptomic tradeoff enabled the four ETS variants to maintain similar ATP production capacity (Fig. 3d).

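Over all 4 variants in the order ETS-1H, ETS-3H, ETS-2H, ETS-4H, the oxic share of the ATS transcriptome increased in 92 of 96 pairs of lineages from different variants, or 95.8% (exact permutation distribution of the Jonckheere-Terpstra statistic, two-sided p = 2.73e-06). The genes had been grouped by the paper from the same variants for their association with aero-type, so this p-value is not an independent test. It also treats lineages as exchangeable between variants, although those of a variant share their unevolved strain. It therefore overstates the evidence for an order of the 4 variants. The shares between the ends of the order were 2.39 ± 1.27% (SD, n = 4 lineages) in eETS-3H and 7.79 ± 0.658% in eETS-2H. Before evolution they were 4.73% in uETS-3H and 7.17% in uETS-2H. Among the 40 pairs of lineages on the same side in the share of short genes, 95% were in increasing order (exact p = 5.50e-04), and without the deleted genes and the rest of their operons 93.75% of the 96 pairs were (exact p = 1.25e-05). The lowest percent among the alternatives, 87.5%, came with the TPM of all genes as the denominator. The anoxic share was 20.3 ± 2.93% in eETS-3H and 16.3 ± 3.93% in eETS-2H, and 54.2% of the pairs were in increasing order (exact p = 0.748). Without grcA, chosen after the values were seen, 26.0% were (exact p = 0.0337). The shares with grcA differed from those of the paper's Fig. 3d, read by eye, and those without it did not. Without the library labelled eETS-4HA the anoxic trend was 48.8%, and without lineage A of every variant 44.4%. In the other direction, it was 67.7% with the TPM of all genes as the denominator (exact p = 0.125) and 60.4% with culture 2 alone. From the lower expression of anoxic genes and the higher expression of oxic genes along the aero-types, the paper concludes that a tradeoff in the transcriptome let the 4 variants keep a similar capacity to produce ATP.

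**Figure D3:**
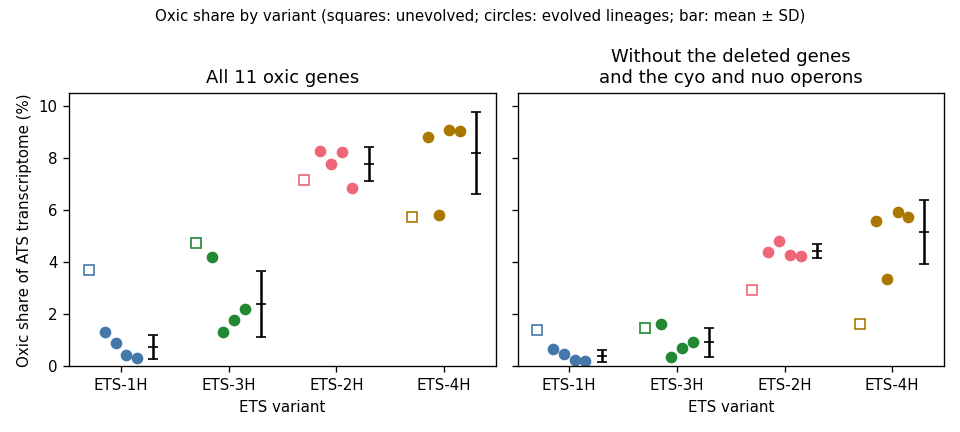
Share of the ATS transcriptome in the genes of the paper's oxic iModulons, in percent, by variant, for all 11 genes (left) and without the deleted genes and the cyo and nuo operons (right), with squares for the unevolved strains, circles for the evolved lineages and bars for the mean and SD of the 4 lineages. The mean runs from 0.746% in eETS-1H to 8.20% in eETS-4H with all 11 genes, and from 0.396% to 5.16% without those genes.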

The direct measurement of the number of protons translocated through ATP synthase to produce one molecule of ATP (H^+^/ATP) is technically challenging and, therefore, it is still an area of active research^32^. The rotational catalysis-based calculation suggests the H^+^/ATP value to be 3.3, due to the symmetry mismatch between the F_o_ and F_1_ complexes of ATP synthase: threefold symmetry of α3β3 in F1 and tenfold symmetry of the c-ring in F_o_^33,34^. The proton-to-ATP ratio may vary depending upon any change in the number of c-subunits and this modulation allows tailoring to meet the bioenergetic demand of various organisms^35^. The H^+^/ATP value derived using a synthetically reconstituted membrane system was found to be 4^36^. With our comprehensive definition of the state of the ATS amongst the variants, we could address the issue of ATP synthase proton-to-ATP ratio. We used data generated on the variants to computationally estimate the most likely proton-to-ATP ratio for *E. coli* ATP synthase^32^. We constrained the ME-model using the observed metabolic exchange rates and gene expression data and optimized for the H^+^/ATP value of ATP synthase that produces the experimentally estimated growth rates of the variants. The ME-model calculates the median value of the H^+^/ATP to be 3.25, a value close to 3.3 supporting the rotational catalysis hypothesis (Fig. 3e). Notably, while 10 is the preferred number of *c* subunits in the *E. coli* F_o_ motor of ATP synthase, the number of subunits can vary, which will change the H^+^/ATP value^37–40^.

Taken together, our results lead to an expanded definition of oxic respiration beyond the conventional ETS, which involves an electron transport chain to create PMF, that then drives the ATP synthase. Here, we define the Aero-Type System that encompasses the ETS and coupled metabolic pathways (Supplementary Fig. 3). The ATS is composed of 209 genes (Supplementary Data 3). The ATS represents about 38% proteome allocation in all evolved variants. A decrease in the ETS energetic efficiency (often measured in terms of the P/O ratio) can be balanced by increased flux through the coupled metabolic pathways. This balance is governed by the cost of protein synthesis.

Remarkably, the overall proteome allocation to the ATS is similar in the evolved variants and generates the same amount of ATP, enabling them to achieve the same growth rate. The different ways in which the ATS is balanced underlies its plasticity and represents a demonstration of the key systems biology concept of alternate optimal states. These alternate states have a different combination of proton pumping efficiency, complementary metabolic rewiring achieved through tradeoffs in the composition of the transcriptome, and concomitant efficiency of proteome allocation, but enable the same overall cellular function. The cytoplasmic-periplasmic adaptive nexus that the ATS represents thus illustrates the deep plasticity inherent in achieving balanced energetic systems to match metabolic needs in different environmental niches.

## Methods

### Examining PRECISE 2.0 for expression levels of respiratory enzymes

PRECISE 2.0 is a compendium of high-quality RNA-seq for *E. coli* K-12^6^. It contains 815 RNA-seq datasets of samples with different genetic changes or varied growth conditions. We examined the expression of respiratory dehydrogenases and reductases in the entire dataset. For intelligible purposes, we plotted the expression levels in samples that are directly or indirectly associated with energy metabolism. The expression levels shown are the median value across replicates for a sample.

### Strain generation and adaptive laboratory evolution

*E. coli* K-12 MG1655 (ATCC 700926) was used as the wild-type strain. P1 phage transduction method was used to generate the knockout strains^41^, and strains from the Keio collection were used as a donor for the gene knockout cassettes^42^. *u*ETS-1H and *u*ETS-3H were generated and used for validation purposes in an earlier study^4^. *u*ETS-2H and *u*ETS-4H were generated here and all four ETS variants were evolved for this study.

ALE was performed using 4 independent replicates of each ETS variant. Cultures were serially propagated on M9 minimal medium with 4 g/L glucose at 37 °C and well-mixed for proper aeration using an automated system that passed the cultures to fresh flasks once they had reached an A_600_ of 0.3 (Tecan Sunrise plate reader, equivalent to an A_600_ of ~1 on a traditional spectrophotometer with a 1 cm path length). Cultures were always maintained in excess nutrient conditions assessed by non-tapering exponential growth. The evolution was performed for a sufficient time interval to allow the cells to reach their fitness plateau.

### Prediction of the effect of amino acid substitutions

The ALE mutation datasets supporting the conclusions of this article is available in the following open-access archive repository: 10.5281/zenodo.5431595. These datasets are also available in the ALEdb database^10^.

Mutated DNA sequence data processing was performed using Python 3. The mutations from ALEdb are described according to their experiment, evolution replicate, sample, and technical replicate. Some evolutions include midpoint samples that could inflate the frequency a mutation is observed. Unique ALE mutations were therefore only considered once per ALE. Starting strain mutations and hypermutator samples were filtered out of the ALE experiment mutation datasets according to their publications. Mutation needle plots were generated using the trackViewer R software package^43^. The visualizations for the 3D protein structures were generated using the *NGL* software package^44^. The software implementation of these actions is available in the following open-access archive repository: 10.5281/zenodo.5431595.

Mutation effects were predicted according to multiple methods. Truncations were predicted according to the potential effect of mutations on the function of start codons and their potential to introduce a premature stop codon. The predicted deleterious effects of SNPs were assumed according to significant SIFT (sorting intolerant from tolerant) scores (SIFT score < 0.05)^19^. The predicted structural destabilization effects of SNPs were assumed according to predicted significant ΔΔG scores (ΔΔG > 2)^20^. SIFT and ΔΔG scores were acquired from *Mutfunc*^45^. Functional annotations were acquired from *UniProt*^46^ and *Mutfunc*.

### DNA sequencing and RNA sequencing

A clone from the endpoints of evolved strains was picked for DNA sequencing and RNA sequencing. The strains were grown in an M9 minimal medium supplemented with 4 g/l glucose. Total DNA was sampled from an overnight grown culture and total RNA was sampled from a culture at an A_600_ ~0.6. Nucleic acid isolation, library preparation, and subsequent analysis were performed as previously described^47^. Briefly, genomic DNA was isolated using a Nucleospin Tissue kit including treatment with RNase A. Resequencing libraries were prepared following the manufacturer’s protocol using Nextera XT kit. RNA was isolated using the Qiagen RNeasy Mini Kit following suggested protocol. Ribosomal RNA was removed using Illumina Ribo-zero kit and a KAPA Stranded RNA-Seq Kit (Kapa Biosystems KK8401) was used to prepare sequencing libraries. Sequencing was performed on an Illumina HiSeq and/or NextSeq.

### Phenotype characterization

Phenotype characterization was performed using two independent biological replicates. Samples for the substrate uptake and secretion rate were collected at regular intervals and filtered using a 0.22 μm filter (PVDF, Millipore). The measurements were performed using refractive index detection by HPLC (Agilent 12600 Infinity) with a Bio-Rad Aminex HPX87-H ion exclusion column. The HPLC method was the following: injection volume of 10 μL and 5 mM H_2_SO_4_ mobile phase set to a flow rate and temperature of 0.5 mL/min and 45 °C, respectively. The phenotype dataset was used for the aero-type classification of the strains as described previously^4^.

### Metabolic flux mapping and estimation of H^+^/ATP value for ATP synthase

Flux mapping was done as previously described using a genome-scale model of metabolism and protein expression^48^. The same FoldME model was used for estimating the H^+^/ATP value for ATP synthase within each ETS variant and replicates. The model was constrained with phenotypic data (glucose uptake rate, acetate production rate) and expression data was layered on using the same methods used for the flux mapping^48^. In addition to these constraints, the necessary ETS genes for each variant were knocked out. Proton pumping ratios from 2.5 to 4.5 were sampled by changing the stoichiometry of the ATPS4rpp reaction in the ME-model, and then the proton pumping ratio was optimized so that the model produced a biomass dilution rate that matched the experimentally determined growth rate.

### ATS proteome allocation calculation

The same FoldME model was used for the proteome allocation calculation as the flux mapping and ATP synthase estimation calculations. The model was constrained with phenotypic data (glucose uptake rate, acetate production rate, growth rate) and expression data was layered on using the same methods used for the flux mapping. Solutions from the fully constrained ME-models were then used for calculating proteome allocation. Total proteome allocation for each strain was calculated as follows:

$${Total}\,{Proteome}\,{Allocation}\,=\,\mathop{\sum}\limits_{i}{{mw}}_{i}\,*\, {V}_{i}^{{translation}}$$

Where $${{mw}}_{i}$$ and $${V}_{i}^{{translation}}$$ represents the molecular weight and translation flux of the *i*th protein in the model. Total proteome allocated to the ATS was calculated as follows:

$${Proteome}\,{Allocated}\,{to}\,{ATS}\,=\,\mathop{\sum}\limits_{i}{{mw}}_{i}\,*\, {V}_{i}^{{translation}}$$

where $${{mw}}_{i}$$ and $${V}_{i}^{{translation}}$$ represents the molecular weight and translation flux of the *i*th protein in the ATS (209 genes total). The list of 209 ATS genes was generated based on Clusters of Orthologous Groups (COG) and Gene Ontology (GO) categories to include as many relevant genes as possible to represent pathways involved in ATP production, then filtered to remove genes that are never expressed in the multiple model simulations. Mass fraction of proteome allocation to the ATS was calculated as a ratio of the two values for each strain.

Calculation of the total ATP produced by the ATS used the same fully constrained ME-model. A list of all metabolic reactions associated with ATS genes was curated. Reactions that consumed or produced ATP were noted and the stoichiometric coefficient associated with ATP was used as a modifier for calculating the total ATP production as follows (Table 1):

$${Total}\,{ATP}\,{Production}\,=\,\mathop{\sum}\limits_{i}{c}_{i}\,*\, {V}_{i}^{{metabolic}}$$

where $${c}_{i}$$ and $${V}_{i}^{{metabolic}}$$represents the ATP stoichiometric coefficient and the metabolic flux of the *i*th ATS associated reaction in the table below.

**Table 1:** Reactions that consume or produce ATP and corresponding stoichiometric coefficient.

Reaction^a^	ATP coefficient
PPK	−1
PPK2	−1
ATPS4rpp	1
PFK_2	−1
HEX1	−1
PYK	1
PFK	−1
PPS	−1
PGK	−1
GLGC	−1
PFK_3	−1
GART	−1
PPAKr	1
ACCOAL	−1
ACS	−1
ACKr	−1
SUCOAS	−1

^a^Reaction IDs with corresponding reactions in the BiGG Database (bigg.ucsd.edu).

Total ATP Production/Total Proteome Allocated was calculated as a ratio of the total ATP production to the mass fraction of proteome allocated to the ATS for each strain.

### ATS transcriptome ICA decomposition

Independent component analysis was performed on an RNA-seq dataset with steps described in^6^. The only genes included in the dataset were those contained in the list of 209 ATS genes. 

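The list of ATS genes in the supplement has 219 entries, of which 209 are different genes. All 209 were found among the deposited genes, 1 of them through an older name. They were used here for the denominators of the shares and as a restricted gene set, over the 20 strains of the 4 variants. The wild-type strains that the paper used to centre its data were not analysed here, so each gene was centred on its mean over the 20 strains in place of the unevolved wild type.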

The dataset consisted of all unevolved strains, *u*ETS-1H through 4H, and all evolved replicates *e*ETS-1HA through *e*ETS-4HD. Additionally, the unevolved and evolved wild-type strains were included with the former being used as a reference to center the data. The final and resulting dataset that was used for ICA contained 209 genes by 22 conditions.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

## Data Availability

Resequencing and expression profiling data that support the findings of this study can be accessed from NCBI Sequence Read Archive accession number PRJNA835443 and Gene Expression Omnibus accession number GSE202144 respectively. The PRECISE compendium and all associated data files can be found at https://github.com/SBRG/precise2. Source data for the figures can be found in Supplementary Tables 2, 3 as well as in the uploaded RNA-seq data.

# Supplementary material for: Laboratory evolution of synthetic electron transport system variants reveals a larger metabolic respiratory system and its plasticity
**Source:** Nat Commun. 2022 Jun 27;13:3682. doi: 10.1038/s41467-022-30877-5
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

### **Contents:**

Supplementary Tables (4)

Supplementary Figure (4)

Details of supplementary data

**Supplementary Table 1: Sample code used during running the ALE machine**

| Strain          | ALE replicate number | Full ALE code                                   |
|-----------------|----------------------|-------------------------------------------------|
| <i>uETS-1H</i>  | Unevolved            | $\Delta nuoB\Delta cyoB\_A0F0I1R$               |
| <i>eETS-1HA</i> | ALE-1                | $\Delta nuoB\Delta cyoB\_A9F63I1R1$             |
| <i>eETS-1HB</i> | ALE-2                | $\Delta nuoB\Delta cyoB\_A10F64I1R1$            |
| <i>eETS-1HC</i> | ALE-3                | $\Delta nuoB\Delta cyoB\_A11F64I1R1$            |
| <i>eETS-1HD</i> | ALE-4                | $\Delta nuoB\Delta cyoB\_A12F63I1R1$            |
| <i>uETS-2H</i>  | Unevolved            | $\Delta nuoB\Delta cydB\Delta appC\_A0F0I1R1$   |
| <i>eETS-2HA</i> | ALE-1                | $\Delta nuoB\Delta cydB\Delta appC\_A13F59I1R1$ |
| <i>eETS-2HB</i> | ALE-2                | $\Delta nuoB\Delta cydB\Delta appC\_A14F58I1R1$ |
| <i>eETS-2HC</i> | ALE-3                | $\Delta nuoB\Delta cydB\Delta appC\_A15F57I1R1$ |
| <i>eETS-2HD</i> | ALE-4                | $\Delta nuoB\Delta cydB\Delta appC\_A16F57I1R1$ |
| <i>uETS-3H</i>  | Unevolved            | $\Delta ndh\Delta cyoB\_A0F0I1R1$               |
| <i>eETS-3HA</i> | ALE-1                | $\Delta ndh\Delta cyoB\_A5F59I1R1$              |
| <i>eETS-3HB</i> | ALE-2                | $\Delta ndh\Delta cyoB\_A6F58I1R1$              |
| <i>eETS-3HC</i> | ALE-3                | $\Delta ndh\Delta cyoB\_A7F56I1R1$              |
| <i>eETS-3HD</i> | ALE-4                | $\Delta ndh\Delta cyoB\_A8F59I1R1$              |
| <i>uETS-4H</i>  | Unevolved            | $\Delta ndh\Delta cydB\Delta appC\_A0F0I1R1$    |
| <i>eETS-4HA</i> | ALE-1                | $\Delta ndh\Delta cydB\Delta appC\_A9F66I1R1$   |
| <i>eETS-4HB</i> | ALE-2                | $\Delta ndh\Delta cydB\Delta appC\_A10F71I1R1$  |
| <i>eETS-4HC</i> | ALE-3                | $\Delta ndh\Delta cydB\Delta appC\_A11F63I1R1$  |
| <i>eETS-4HD</i> | ALE-4                | $\Delta ndh\Delta cydB\Delta appC\_A12F60I1R1$  |

**Supplementary Table 2: Key genetic changes in evolved ETS variants**

| Strain           | Media adaptation-related mutations                                                                                                            | Condition-specific convergent gene mutation                       |
|------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------|
| <i>e</i> ETS-1HA | +5 bp between <i>hns</i> and <i>tdk</i> at genomic position 1293009,<br>Δ82 bp between <i>pyrE</i> and <i>rph</i> at genomic position 3815859 | None                                                              |
| <i>e</i> ETS-1HB | +5 bp between <i>hns</i> and <i>tdk</i> at genomic position 1293009,<br>Δ82 bp between <i>pyrE</i> and <i>rph</i> at genomic position 3815859 | None                                                              |
| <i>e</i> ETS-1HC | G to T substitution in <i>rpoC</i> at genomic position 4188513,<br>Δ82 bp between <i>pyrE</i> and <i>rph</i> at genomic position 3815859      | None                                                              |
| <i>e</i> ETS-1HD | +5 bp between <i>hns</i> and <i>tdk</i> at genomic position 1292997,<br>Δ82 bp between <i>pyrE</i> and <i>rph</i> at genomic position 3815859 | None                                                              |
| <i>e</i> ETS-2HA | A to T substitution in <i>rpoC</i> at genomic position 4187214                                                                                | None                                                              |
| <i>e</i> ETS-2HB | C to T substitution in <i>rpoC</i> at genomic position 4185540                                                                                | None                                                              |
| <i>e</i> ETS-2HC | A to G substitution in <i>rpoC</i> at genomic position 4187214                                                                                | None                                                              |
| <i>e</i> ETS-2HD | C to T substitution in <i>rpoC</i> at genomic position 4185540                                                                                | None                                                              |
| <i>e</i> ETS-3HA | Δ82 bp between <i>pyrE</i> and <i>rph</i> at genomic position 3815859                                                                         | T to C substitution in <i>sdhA</i> at<br>genomic position 756099  |
| <i>e</i> ETS-3HB | Δ82 bp between <i>pyrE</i> and <i>rph</i> at genomic position 3815859                                                                         | C to T substitution in <i>sdhA</i> at<br>genomic position 756150  |
| <i>e</i> ETS-3HC | Δ82 bp between <i>pyrE</i> and <i>rph</i> at genomic position 3815859                                                                         | T to G substitution in <i>sdhA</i> at<br>genomic position 756886  |
| <i>e</i> ETS-3HD | Δ82 bp between <i>pyrE</i> and <i>rph</i> at genomic position 3815859                                                                         | C to G substitution in <i>sdhA</i> at<br>genomic position 756968  |
| <i>e</i> ETS-4HA | C to A substitution in <i>rpoA</i> at genomic position 3440923                                                                                | C to T substitution in <i>yjjX</i> at<br>genomic position 4633743 |
| <i>e</i> ETS-4HB | Δ3 bp in <i>rpoB</i> at genomic position 4183399                                                                                              | C to T substitution in <i>yjjX</i> at<br>genomic position 4633634 |
| <i>e</i> ETS-4HC | A to G substitution in <i>rpoC</i> at genomic position 4186578                                                                                | C to T substitution in <i>yjjX</i> at<br>genomic position 4633657 |
| <i>e</i> ETS-4HD | C to T substitution in <i>rpoC</i> at genomic position 4189448                                                                                | C to T substitution in <i>yjjX</i> at<br>genomic position 4633657 |

The intergenic mutation between *pyrE* and *rph* was present in the respective unevolved strain itself and these are listed here for a better context of media adaptation. Other mutations present in unevolved strain have not been listed here. The genes mutated in all four evolved replicates of a strain are listed here as convergent gene mutations. A complete list of every genetic change can be found in the Supplementary data 1.

**Supplementary Table 3:** Phenotypic characterization of the strains of the study

| Strain           | Growth rate (h <sup>-1</sup> ) | Glucose uptake rate (mmol/gDCW/h) | Acetate secretion rate (mmol/gDCW/h) |
|------------------|--------------------------------|-----------------------------------|--------------------------------------|
| <i>u</i> ETS-1H  | 0.76, 0.79                     | 12.77, 13.1                       | 12.01, 12.35                         |
| <i>e</i> ETS-1HA | 0.88, 0.9                      | 13.57, 14.24                      | 13.14, 13.61                         |
| <i>e</i> ETS-1HB | 0.87, 0.82                     | 13.61, 13.23                      | 13.03, 12.88                         |
| <i>e</i> ETS-1HC | 0.83, 0.82                     | 13.84, 13.96                      | 13.24, 12.93                         |
| <i>e</i> ETS-1HD | 0.83, 0.83                     | 13.35, 13.77                      | 12.64, 13.06                         |
| <i>u</i> ETS-2H  | 0.65, 0.64                     | 9.51, 9.26                        | 6.41, 6.08                           |
| <i>e</i> ETS-2HA | 0.87, 0.92                     | 11.24, 11.71                      | 7.76, 7.92                           |
| <i>e</i> ETS-2HB | 0.9, 0.88                      | 11.57, 11.67                      | 7.77, 7.4                            |
| <i>e</i> ETS-2HC | 0.9, 0.9                       | 11.62, 11.68                      | 7.36, 7.53                           |
| <i>e</i> ETS-2HD | 0.89, 0.89                     | 11.65, 11.76                      | 7.98, 7.85                           |
| <i>u</i> ETS-3H  | 0.42, 0.43                     | 7.68, 8.02                        | 6.67, 6.51                           |
| <i>e</i> ETS-3HA | 0.82, 0.83                     | 12.6, 12.58                       | 11.03, 11.26                         |
| <i>e</i> ETS-3HB | 0.82, 0.86                     | 12.35, 12.72                      | 11.18, 11.26                         |
| <i>e</i> ETS-3HC | 0.83, 0.84                     | 12.78, 12.87                      | 11.27, 10.97                         |
| <i>e</i> ETS-3HD | 0.83, 0.84                     | 11.92, 12.26                      | 10.81, 11.07                         |
| <i>u</i> ETS-4H  | 0.53, 0.52                     | 7.96, 8.18                        | 3.95, 3.81                           |
| <i>e</i> ETS-4HA | 0.85, 0.84                     | 9.4, 9.01                         | 4.24, 3.77                           |
| <i>e</i> ETS-4HB | 0.86, 0.88                     | 10.06, 10.47                      | 5.25, 6.22                           |
| <i>e</i> ETS-4HC | 0.79, 0.83                     | 9.2, 9.3                          | 6.14, 5.97                           |
| <i>e</i> ETS-4HD | 0.8, 0.82                      | 9.32, 9.49                        | 4.96, 4.84                           |

The values for two independent replicates are listed in the table. The levels of Succinate, Lactate, Formate, Ethanol, and Pyruvate were below the detection limit.

**Supplementary Table 4:** Description of the ATS iModulons

| S. No. | iModulon       | Genes (negative coefficients in red)                                                                          |
|--------|----------------|---------------------------------------------------------------------------------------------------------------|
| 1      | iModulon-13    | <i>sdhB</i> , <i>cyoD</i> , <i>sdhD</i> , <i>cyoA</i> , <i>sdhA</i> , <i>sdhC</i> , <i>cyoC</i> , <i>fumA</i> |
| 2      | iModulon-b2287 | <i>nuoB</i>                                                                                                   |
| 3      | iModulon-8     | <i>ndh</i> , <i>cyoB</i>                                                                                      |
| 4      | iModulon-11    | <i>cydB</i> , <i>appB</i> , <i>cyoB</i> , <i>appC</i> , <i>ndh</i>                                            |
| 5      | iModulon-b3366 | <i>nirD</i>                                                                                                   |
| 6      | iModulon-7     | <i>nirB</i> , <i>grcA</i>                                                                                     |
| 7      | iModulon-2     | <i>narI</i> , <i>narJ</i>                                                                                     |
| 8      | iModulon-1     | <i>yljI</i> , <i>cyoD</i>                                                                                     |
| 9      | iModulon-16    | <i>hyaB</i> , <i>hyaA</i> , <i>hyaC</i>                                                                       |
| 10     | iModulon-9     | <i>hybO</i> , <i>hybA</i>                                                                                     |
| 11     | iModulon-10    | <i>tktB</i> , <i>adhP</i> , <i>fbaB</i> , <i>talA</i> , <i>poxB</i>                                           |

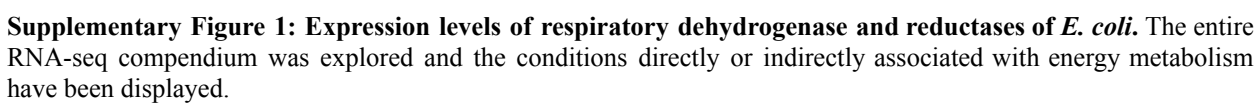

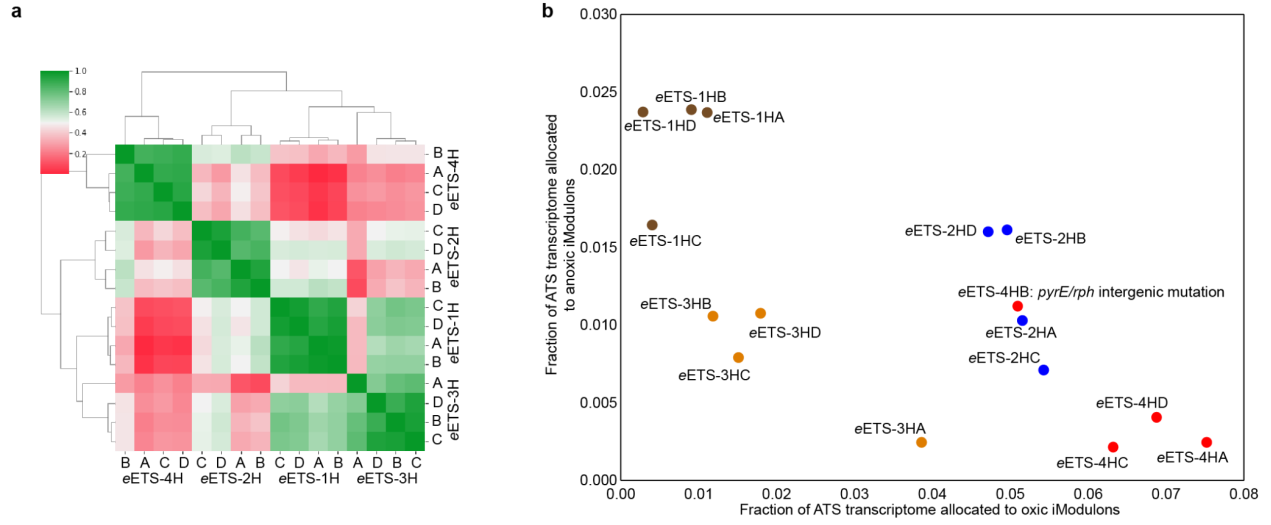

**Supplementary Figure 2:** (a) Correlation among ETS variants based on the ATS iModulon activities. (b) The enlarged representation of figure 3d lists the replicate information and potential genetic change in the outlier replicate *eETS-4HB*.

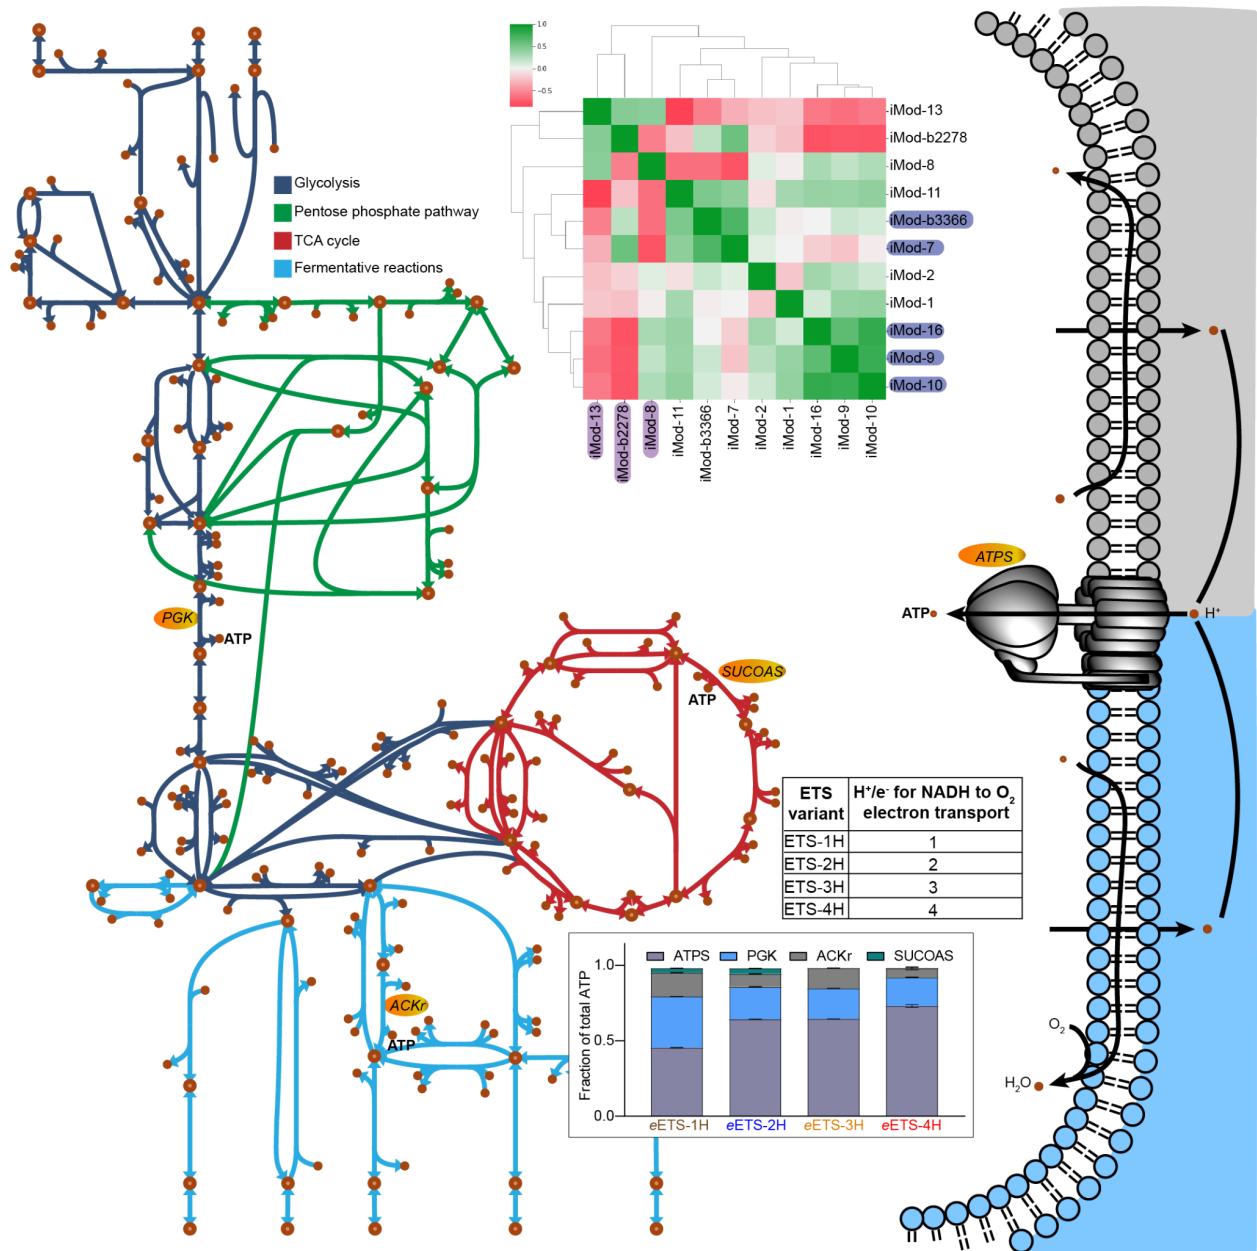

**Supplementary Figure 3: Scheme of Aero-type system (ATS).** The pathways are showing reactions of ATS and major ATP production sites. Heatmap represents the correlation between the iModulons within ATS. iModulons showing a tradeoff are highlighted. The histogram from Figure 3 has been included to show adjustments within ATS to achieve a similar ATP yield. Part of the membrane highlighted in blue represents oxic ETS and another part highlighted in gray represents anoxic ETS. The list of ATS genes was generated based on COG and GO categories to include as many relevant genes as possible to represent pathways involved in ATP production, then filtered to remove genes that are never expressed in the multiple model simulations.

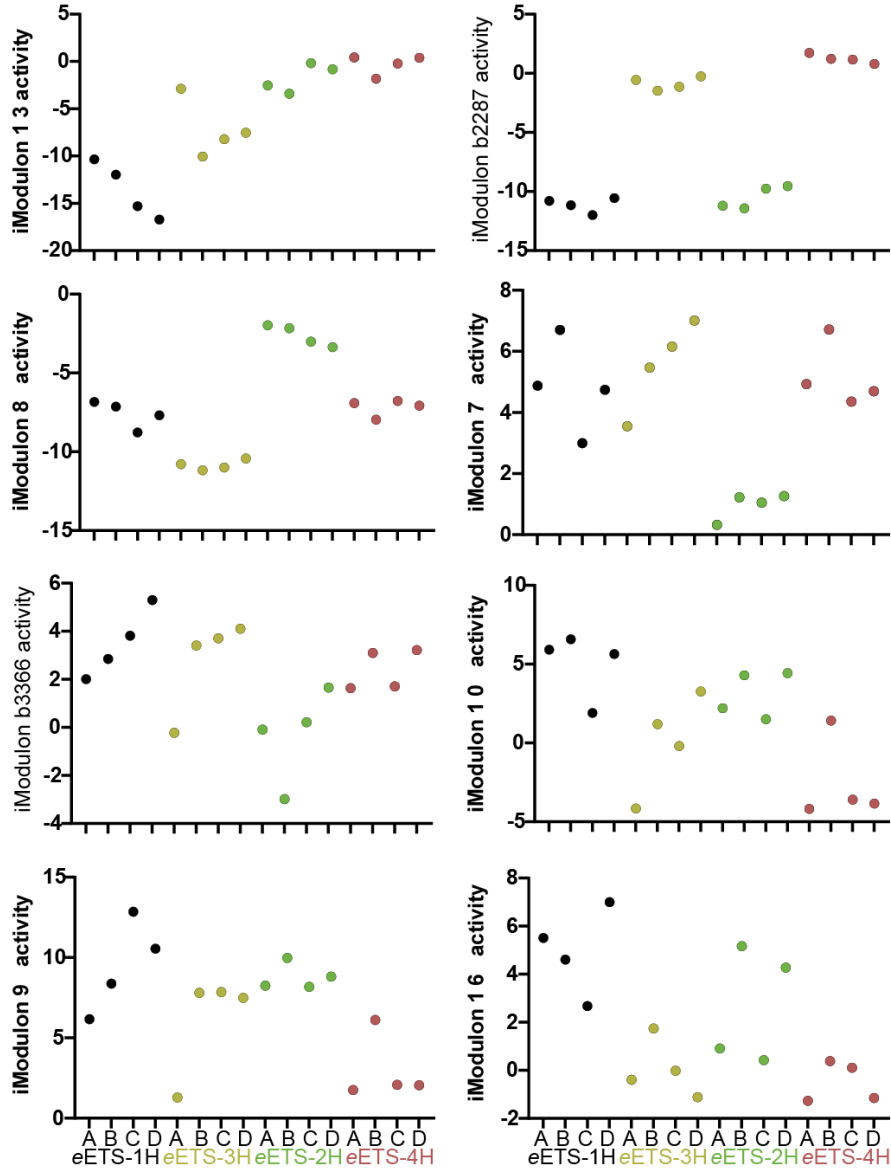

**Supplementary Figure 4:** Activities of ATS iModulons in the unevolved and evolved ETS variants calculated using independent component analysis. The gene membership of corresponding iModulons is listed in Supplementary Table 3.

### Details of supplementary data

**Supplementary data 1** presents the complete list of the mutations observed in every strain of this study.

**Supplementary data 2** presents the complete detail of the value of reaction flux for every strain of this study.

**Supplementary data 3** presents the list of genes constituting the Aero-Type System.

# Supplementary material for: Laboratory evolution of synthetic electron transport system variants reveals a larger metabolic respiratory system and its plasticity
**Source:** Nat Commun. 2022 Jun 27;13:3682. doi: 10.1038/s41467-022-30877-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used

Data analysis The software scripts supporting the prediction of mutation effects to the encoding of genes described in this article are available in the following open-access archive repository: <https://doi.org/10.5281/zenodo.5431595>. All the simulations performed in this manuscript can be reproduced using the FoldME model, which is constructed using the COBRApy toolbox version 0.5.11 for constraint-based modeling and its extension for ME-models, COBRAME version 0.0.9, ECOLIME version 0.0.9, and solveME, all publicly available on Github (<https://github.com/SBRG/cobrame/>, <https://github.com/SBRG/ecolime>, <https://github.com/SBRG/solvemep>). Custom code for constraining and solving ME-models can be found at <https://github.com/SBRG/ME-script>. GraphPad Prism version 9.2.0 was used for generating the plots.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Resequencing and expression profiling data that support the findings of this study can be accessed from NCBI Sequence Read Archive (PRJNA835443) and Gene Expression Omnibus (GSE202144) respectively. The PRECISE compendium and all associated data files can be found at <https://github.com/SBRG/precise2> and Gene

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes. Laboratory evolution experiments were performed with four independent replicates which is a standard practice to effectively run the Adaptive Laboratory Evolution platform. Example: PMID: 33826886, PMID: 31767748.          |
| Data exclusions | No exclusion                                                                                                                                                                                                                                                                                  |
| Replication     | Four independent biological replicates were used for the adaptive laboratory evolution experiments and reproducible data were obtained for each replicate. RNA expression and phenotype characterization data were generated in duplicate and each replicate has been reported independently. |
| Randomization   | Experimental group allocation was not needed                                                                                                                                                                                                                                                  |
| Blinding        | No such group allocation was required in this study                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                        | Methods                             |                                                 |
|-------------------------------------|--------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                  | n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |                                     |                                                 |

# Supplementary material for: Laboratory evolution of synthetic electron transport system variants reveals a larger metabolic respiratory system and its plasticity
**Source:** Nat Commun. 2022 Jun 27;13:3682. doi: 10.1038/s41467-022-30877-5
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title: Supplementary data 1**

**Description:** presents the complete list of the mutations observed in strains described in this study.

**Title: Supplementary data 2**

**Description:** presents the complete detail of the value of reaction flux for every strain of this study.

**Title: Supplementary data 3**

**Description:** presents the list of genes constituting the Aero-Type System.

How the deposited data were processed for this re-analysis (not part of the article)

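RNA sequencing of 20 E. coli strains was re-analysed, the unevolved strain and 4 evolved lineages of each of the variants ETS-1H, ETS-2H, ETS-3H and ETS-4H, with 2 cultures each (40 libraries). The authors deposited TPM values plus 1 for 4355 genes, from stranded, rRNA-depleted Illumina libraries. The deposited file does not name the aligner, the counting method, the genome build or any filter. The file's name speaks of log values, but every column has a minimum of exactly 1 and, after subtracting 1 from each gene, sums to 1000000, so the values were treated as linear TPM plus 1. The design set before the data were examined had assumed a log scale, and the log2 of the deposited value, log2(TPM + 1), was used in its place. Each column was assigned to a strain by its name. The labels of the evolved ETS-4H lineages A to D name flasks 46, 48, 46 and 46 and the paper's strain table flasks 66, 71, 63 and 60, so whether these libraries come from the paper's endpoints is not settled. For uETS-1H and uETS-3H, 2 columns share the same name, culture number included, so these 4 libraries were used without a culture number.

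Gene symbols and lengths came from the RefSeq gene table of an E. coli K-12 assembly, matched on the b-number for 4351 genes. Because the deposited file names no build, no coordinates are given. The table of ATS genes in the paper's supplement gave 209 genes, and Supplementary Table 4 gave the genes of 8 iModulons. That table marks negative coefficients by colour, which was not read here, so all genes were counted with a positive sign.

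The depth of each library was recovered from the TPM steps of genes with low values and from gene lengths. A value was counted as whole when it lay within 0.05 of a whole number, among values of up to 20 counts. In simulated tables the method gave back the depth to 100% over 4351 genes. Recovered depths ranged from 2941678 to 12871388 counts, and 4129 to 4312 genes were above 0 per library. The 10 genes with the highest values took 8.41 to 24.7% of the TPM. The recovered depth was used for the limits of detection (3 counts) and for checks, not for a count test. Limits and depths cover counting error alone. Between the 2 cultures of a strain, Spearman's coefficient was 0.975 to 0.996 over 20 pairs. Taken over genes together, the differences were 9.95 to 89.6 times the variance that counting would give. The spread between cultures thus exceeded counting error for the genes together, which does not show what limits a single gene.

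Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend) on log2(TPM + 1). A single model over the 40 libraries gave a mean for each of the 20 strains, with 20 residual degrees of freedom and 4.68 prior degrees of freedom. The 11 genes at 0 in every library were left out, which left 4344. Each contrast set the mean of the 4 evolved lineages of a variant against its unevolved strain. P-values were two-sided and adjusted after Benjamini and Hochberg. Changed genes had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The 10 pairs of a retained respiratory gene and a variant shown in Fig. 2b were also adjusted as a list, and the differences between variants over the 5 genes. Genes that differ between the evolved lineages by the retained NqRED or O2RED were tested with limma on the 16 lineage means, in an additive model of both factors. The lineages of a variant entered as separate units, although they share their unevolved strain. Tested on simulated data with 200 changed genes among 4344, the limma step recovered 98 to 98.5% of them over 4 contrasts, with at most 4 false calls.

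Spearman correlations, shares of the ATS transcriptome and mean values of iModulon genes were computed on strain means of the 2 cultures, in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Figures were drawn with Matplotlib 3.10.9. Differences of these measures were tested with two-sided exact permutation tests, and trends over the variants with the exact permutation distribution of the Jonckheere-Terpstra statistic. The trend tests took lineages as the unit, although the lineages of a variant share their unevolved strain. Lists of genes were compared with 10000 random lists of the same size matched on mean expression. The lists held general stress genes (16), pyrimidine synthesis genes (8), complex II (4), the ED pathway (2) and the cyo (5) and nuo (13) operons, set before the data were examined. Iron uptake genes (23) and copper export genes (5) were listed after the genes with the largest changes had been seen and before the values of the listed genes were.

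The genes named in the text were chosen by a rule set before the data were examined. It takes the genes that the paper names, the genes of the lists, and for each variant the 3 highest and 3 lowest log2 fold changes among changed genes that moved in one direction in all 4 lineages and had a mean log2 value of at least 3.

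The alternatives set before the data were examined were a pseudocount of 0.1 or 10, a minimum mean log2 value of 3, centring of each library on its median log2 ratio, a fit of the variant's own libraries, the culture number as a block, lineage means as the unit, leaving out each evolved lineage or each unevolved culture, other gene sets, centring and single cultures for the correlations, and other gene sets, denominators and an order of the variants for the shares and trends. Chosen after seeing the data were the removal of each library's trend with gene length, the use of lineages or pairs of lineages on the same side of 4% of TPM in genes under 200 bp, this side as a model term, leaving out the library labelled eETS-4HA, alone or with lineage means as the unit, a pseudocount of 0.1 in a fit of strains that all retain the gene, and leaving out grcA. Wild-type strains, mutations, fluxes and metabolites were not analysed here, and independent component analysis was not repeated.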

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

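The tests of a mixed sample, of a changed strain, of the part played by the library labelled eETS-4HA, of pyrimidine synthesis, of gene length, of the share of short genes, of library depth in single lineages, of other splits of the samples and of the parental strains were chosen only after the results were seen. The iron uptake and copper export genes were listed after the genes with the largest changes had been seen. The values of the listed genes had not yet been seen. The remaining tests were set before.

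A lineage lay far from the other 3 lineages of its variant in 9 of 54 groups, where chance gives 2.7. The 9 belong to 8 different values, since nuoB counts both as a gene and as iModulon-b2287, and they come from 8 lineages. The log2(TPM + 1) of nuoB was 0.33 in the library labelled eETS-4HA against 9.26 to 9.73 in the other lineages, and as iModulon-b2287, relative to the 20 strains, -4.48. The log2(TPM + 1) of appC was 3.82 in eETS-3HB against 2.64 to 2.67. The oxic share of the ATS transcriptome was 5.83% in eETS-4HB. The mean value of the genes of iModulon-b3366 was -1.16 in eETS-2HC, that of iModulon-7 was 0.10 in eETS-3HA, that of iModulon-9 was 2.29 in eETS-2HB and -2.18 in eETS-4HD, and that of iModulon-10 was -0.031 in eETS-1HC. A single failed library would place only 1 of the 2 cultures outside the others. Both cultures lay outside those of the other lineages in 8 of the 9 groups, which argues against a single failed library there. In 1 group, that of iModulon-b3366 in eETS-2HC, a single failed library stays open, because one culture overlapped the others. In the same 8 groups the depths of the lineage's libraries overlapped those of the other lineages, which argues against depth as their cause. In the 1 remaining group, again that of eETS-2HC, both libraries were deeper (7257401 and 8191011 counts) than every library of the other lineages (at most 7089123), and depth and lineage cannot be told apart. A difference in genotype, which the paper gives for outlying replicates in its plot of anoxic against oxic gene expression, stays open and was not tested.

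In the 2 libraries labelled eETS-4HA, nuoB was nearly absent and ndh was present, the deletion pattern of ETS-2H. A mixed sample would give nuoB at a level between the strains with and without it. The value was 0.0344% of the mean of the other 3 lineages of eETS-4H, which argues against a mixture with cells that express nuoB. A strain of ETS-4H that changed during evolution would keep its deletion of ndh. The 2 libraries had at least 103 TPM of ndh, against at most 2.35 TPM in the other libraries of strains without it, which argues against such a change. A mislabelled sample and a culture of another strain stay open. Over genes outside the deletions and their operons, each centred, the mean Spearman correlation of these libraries was 0.0791 with the eETS-2H lineages (-0.0775 to 0.198) and 0.187 with the other eETS-4H lineages (0.145 to 0.222). With the eETS-3H lineages it was 0.0719 (-0.0206 to 0.334). The difference between the first 2, -0.107, decides nothing, since the ranges overlap and a lineage of ETS-3H comes closest, so a mislabelled sample and a culture of another strain cannot be told apart. The difference between ETS-4H and ETS-3H in the change of nuoB, -1.13 with these libraries, was 1.17 without them, so its sign rests on them.

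The change after evolution differed between the 2 variants that retain a gene for ndh (ETS-2H minus ETS-1H, -1.68), cydB (ETS-3H minus ETS-1H, -1.20) and appC (ETS-3H minus ETS-1H, -1.48), each tested as a contrast in limma. Removing each library's trend with gene length left differences of -1.47, -1.12 and -1.30 (limma adjusted p = 1.14e-05, 0.00112 and 1.14e-05), which argues against this trend as the whole cause. Centring each library left -1.72, -0.84 and -1.12. For ndh, the lineages of ETS-2H on the short-gene side of uETS-2H gave -0.94 (limma adjusted p = 0.00429). All 3 differences involve ETS-1H, in which the evolved lineages and the unevolved strain lay on opposite sides in the share of short genes, so a library batch and evolution cannot be told apart in that variant (0 of 4 lineages on the side of uETS-1H). With the lineage means as the unit, none of the 3 passed an adjusted p of 0.05 (limma, 0.811, 0.479 and 0.326), nor with the library labelled eETS-4HA left out as well (limma, 0.166, 0.254 and 0.166). The retained NqRED and O2RED of the variants stay open as a biological difference.

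The paper discusses the 209 ATS genes. Outside this list, 909 genes were changed after evolution in ETS-1H, 1133 in ETS-2H, 1735 in ETS-3H and 1162 in ETS-4H, that is 22.0%, 27.4%, 42.0% and 28.1% of the 4135 genes outside it, against 34.0%, 34.9%, 36.8% and 28.2% of the ATS genes. Gene length bias is argued against as the whole cause in ETS-1H, where 892 of the 980 changed genes stayed changed when the trend with gene length was removed. A library batch, seen as the share of short genes, is argued against as the whole cause in ETS-2H, where 742 of the 1206 genes stayed changed with only the lineages on the side of uETS-2H. In ETS-1H a library batch cannot be told apart from evolution, since 0 of 4 lineages lay on the side of uETS-1H. Calling another of the 5 strains of a variant unevolved never gave as many genes (1 of 5 choices in ETS-1H, 1 of 5 in ETS-2H, 1 of 5 in ETS-3H and 1 of 5 in ETS-4H, the real one), but 5 choices cannot give a share under 0.05. The other choices gave 60 to 380 genes in ETS-1H, 279 to 914 in ETS-2H, 244 to 839 in ETS-3H and 168 to 912 in ETS-4H.

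A lower general stress response is a candidate explanation for part of these changes. The 16 listed stress genes had a median log2 fold change of 0.71 in ETS-1H, which argues against it there (percentile among matched random lists 99.55), and of -0.96 in ETS-2H, -1.23 in ETS-3H and -1.70 in ETS-4H (percentiles 0.01, 1.61 and 0). Lower pyrimidine synthesis is another. The 8 listed genes had medians of -1.98 in ETS-1H, -2.19 in ETS-2H and -1.95 in ETS-3H (percentiles 0, 0.01 and 0.27). In ETS-4H the median, -1.01, lay within the middle 95% of random lists (percentile 4.75), so lower pyrimidine synthesis and chance cannot be told apart there. The sign of each of these medians was the same with each library centred. The median in the 4 lineages ran from -0.15 to 1.16 for stress genes in ETS-1H and from -2.92 to 0.13 for pyrimidine genes in ETS-4H, and was below 0 in all 4 lineages in the other cases.

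Genes of iron uptake and copper export, which the paper does not discuss, were among those with the largest changes. The 23 other iron uptake genes, listed before their values were seen, had a median log2 fold change of -4.93 in ETS-2H (22 changed, all lower) and -4.12 in ETS-4H (23 changed, all lower), both at percentile 0 of matched random lists. The 5 other copper export genes had medians of 2.25 in ETS-2H (5 changed, all higher) and 1.96 in ETS-4H (4 changed, all higher), both at percentile 99.98. Lower expression of iron uptake genes as a group and higher expression of copper export genes as a group are therefore consistent with these values. In ETS-1H and ETS-3H the medians were -1.38 and -1.5 for iron and 1.23 and 0.096 for copper, and whether the variants differ was not tested. A difference in the medium or in handling between the unevolved and evolved cultures, and evolution itself, stay open and were not tested.

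Between the evolved lineages, 338 genes outside the ATS list differed by the retained NqRED and 184 by the retained O2RED (389 and 222 in all). By its label, the library labelled eETS-4HA is counted with NDH-I here, although its nuoB and ndh values go against that. Without this library, 323 and 215 genes differed in all. Of 100 splits of the 16 lineages, the real one included, 3 gave as many genes as the NqRED split and 1 as many as the O2RED split. The random splits divide lineages of the same variant, and each retained enzyme is shared by only 2 variants. A split along the variants could exceed them for reasons other than the enzyme, so the comparison does not single it out. The 2 other splits that exceeded the NqRED count gave 885 and 649 genes and put 14 of 16 lineages on the side of their share of short genes, against 10 of 16 for the real split. With that side as a model term, the counts were 298 for NqRED and 307 for O2RED. A difference between the parental strains is a candidate explanation for the O2RED genes, since 68.0% of them passed the threshold in the same direction between the unevolved strains, against 5.91% of the NqRED genes. By the paper, uETS-1H and uETS-3H came from an earlier study and uETS-2H and uETS-4H were made for this one. That is the same division as by retained O2RED. The deletions themselves, as the biological difference, stay open and share the design with the parental strains.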

How the results depend on the processing

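The text reports 79 results, of which 32 are fold changes of single named genes beyond the 10 of Fig. 2b and 47 answer a comparison. Under the alternatives, the single genes kept their direction in every case. In 20 cases they lost their adjusted p under 0.05, all with lineage means as the unit (with or without the library labelled eETS-4HA), and in 14 cases they moved by more than the spread when an unevolved culture was left out. Where a cause is not named below, the cause was not tested.

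With a pseudocount of 10, fewer genes passed the fold change threshold, since it shrinks the fold changes of low genes: 631 in ETS-1H, 686 in ETS-2H, 749 in ETS-4H, 273 alike in every lineage of ETS-2H and 228 that differ by retained NqRED. With a pseudocount of 0.1, cydB in ETS-1H (0.71, limma adjusted p = 0.0994, over its alternatives 7.03e-05 to 0.600), cydB in ETS-3H (-0.49) and ndh between uETS-2H and uETS-1H (1.14) lost their adjusted p under 0.05. The values stayed and the pooled error rose, as it takes in values near 0 from strains without the gene. In fits of the variants compared alone, which all retain the gene, the same pseudocount left cydB in ETS-1H and ndh past the threshold (limma adjusted p = 0.00703 and 5.05e-06) and cydB in ETS-3H not (-0.49, limma adjusted p = 0.0779).

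With lineage means as the unit, the error is the spread between lineages with 1 unevolved value per variant. The counts were 33, 215, 707 and 152 in ETS-1H to ETS-4H, and 32, 218, 724 and 112 with the library labelled eETS-4HA left out as well. At an unadjusted p under 0.05 they were 762, 917, 1611 and 945, whatever the fold change. The values stayed but no longer passed for nuoB in ETS-4H (-1.23), ndh in ETS-2H (-1.86), cydB in ETS-1H (0.71) and ETS-3H (-0.48), appC in ETS-1H (0.69) and ETS-3H (-0.79), and the differences between variants for ndh (-1.68), cydB (-1.20) and appC (-1.48). With the library labelled eETS-4HA left out as well, the other values still did not pass, and nuoB in ETS-4H (1.08) and the nuoB difference (1.17) reversed.

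With each library centred on its median log2 ratio, nuoB in ETS-3H (0.29), cyoB in ETS-4H (0.18) and the cyoB difference (0.29) reversed, and nuoB in ETS-4H (-0.82) and cydB in ETS-3H (-0.099) no longer passed. Centring moved the median of all genes from -0.38 and -0.40 to 0.0094 and 0.011 in ETS-3H and ETS-4H. The genes changed with and without centring numbered 1342 in ETS-3H (of 1620 centred, 55.3% higher against 34.1%) and 748 in ETS-4H (of 999 centred, 60.2% higher against 28.7%). By retained NqRED, 158 genes were higher and 111 lower with centring, against 98 and 291 without. The log2 fold change of cyoB in ETS-2H reversed to 0.15 with the gene length trend removed and to 0.41 with only the lineages on the short-gene side of uETS-2H. In the fit of a variant's own libraries, cydB in ETS-3H no longer passed (-0.48) and the nuoB difference did (-1.13, limma adjusted p = 9.72e-06, over its alternatives up to 0.865). The standard error of the nuoB difference was 0.54 in the main fit and 0.16 in the fit of the own libraries. That of the cyoB difference was 0.43 and 0.19. The pooled error of the main fit takes in values near 0 from strains without the gene.

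The correlations depended on the genes and their centring. With each gene centred on its mean over the 20 strains, the endpoint coefficients of ETS-1H to ETS-4H were 0.769, 0.253, 0.664 and 0.139, and those before against after evolution 0.188, -0.120, -0.280 and 0.118. With the ATS genes centred in the same way they were 0.835, 0.557, 0.525 and 0.358, and 0.0613, -0.0295, -0.118 and 0.308. With a mean log2 value of at least 3 they were 0.964, 0.921, 0.926 and 0.901, and 0.870, 0.805, 0.750 and 0.841. With the ATS genes alone, the endpoint coefficient of ETS-2H was 0.977, and those before against after evolution 0.912 in ETS-1H and 0.911 in ETS-3H. Over all 4 variants, the excess of the endpoint coefficients stayed positive with an exact permutation p of 0.0016 to 0.00781 in every alternative run, and in ETS-3H and ETS-4H alone it was 0.0670 with p = 0.04, the smallest possible there.

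Without grcA, chosen after the data were seen, the anoxic difference between eETS-4H and eETS-1H (-1.37 percentage points) and the anoxic trend (26.0%) reversed, as the share then leaves out its most abundant gene. In the order of protons per electron, the percent of pairs in increasing order was 68.75 for iModulon-13 and 28.1 for iModulon-7, which no longer passed, 48.96 for iModulon-8, which reversed, and 23.96 for iModulon-16, 15.6 for iModulon-9 and 23.96 for iModulon-10, which then passed. Within the short-gene sides it was 82.5 for iModulon-13, no longer past the threshold with fewer pairs, and 45 for iModulon-b2287, which reversed. Leaving out the deleted genes and their operons left no gene in iModulon-b2287 and iModulon-8, and the minimum mean log2 value of 3 left out appC, so these alternatives gave no value there.

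Leaving out each lineage in turn, genes alike in every lineage numbered 462 to 708 in ETS-1H (708 without eETS-1HC) and 314 to 685 in ETS-4H (685 without eETS-4HD), with 3 lineages in place of 4. Leaving out either unevolved culture gave 391 and 467 in ETS-1H and 267 and 324 in ETS-4H. For fold changes, leaving out each lineage or unevolved culture gave these ranges. The log2 fold change of nuoB ran from -0.24 to 0.052 in ETS-3H (0.052 without eETS-3HB) and from -2.06 to 1.08 in ETS-4H (1.08 without the library labelled eETS-4HA). That of ndh in ETS-1H ran from -0.36 to 0.029 (0.029 without eETS-1HC), that of cyoB from -0.32 to 0.15 in ETS-2H (0.15 without eETS-2HD) and from -0.36 to 0.0088 in ETS-4H (0.0088 without eETS-4HB), that of cydB in ETS-3H from -0.56 to -0.40 (not past the threshold without eETS-3HA or eETS-3HD), and that of appC in ETS-1H from 0.51 to 1.04. The nuoB difference ran from -2.11 to 1.24 (positive only without lineage A, and past the threshold without lineage B, C or D, at -2.11, -1.99 and -1.66 with limma adjusted p = 0.00149, 0.00422 and 2.37e-04) and the cyoB difference from -0.41 to 0.27. In percent of pairs, with each lineage left out, the anoxic trend ran from 44.4 to 59.3 (below 50 without lineage A and, at 48.8, without the library labelled eETS-4HA), iModulon-b2287 from 46.3 to 64.8 and iModulon-7 from 11.1 to 20.4 (not past the threshold without lineage D). Genes that differ by retained NqRED numbered 102 to 483 (108 without lineage A and 102 without lineage B).

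With the culture number as a block, 1204 genes were changed in ETS-2H and 1223 in ETS-4H, against 1205 and 1221 in the same 36 numbered libraries without the block, and no other call changed. The numbers do not pair the samples: over 10 pairs of strains, the deviations of same-numbered cultures correlated at -0.078 to 0.15 in ETS-2H and -0.15 to 0.37 in ETS-4H. No paired analysis was possible for ETS-1H, ETS-3H, the differences that involve them and uETS-2H minus uETS-1H, because the 2 libraries of uETS-1H, and those of uETS-3H, carry the same culture number, nor for the tests by retained enzyme, because lineage means enter them.

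Recovered depth limits the genes at or under 3 counts. This concerns the deleted genes in some libraries, and nuoB in the library labelled eETS-4HA and pheL and ytiC in uETS-3H. For nuoB, pheL and ytiC there, the fold changes are given as bounds. The deleted cyoB was above 3 counts in every library, at 0.890 to 6.12 TPM against limits of at most 0.247 TPM. The genes entC and fes in ETS-2H and nrdI in ETS-4H were at or under 3 counts in 1 of 8 evolved libraries.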

Differences from the paper's values

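The paper's values below were read by eye from its figures. For ETS-4H, the flasks in the sample labels are not those of the paper's strain table, so whether the evolved ETS-4H values below are of the same cultures is not settled. In Fig. 2b, TPM values differ for 21 of 50 pairs of a gene and a strain. For nuoB the paper's values are about 1500 in eETS-4HA and about 1600 in eETS-4HB in Fig. 2b, read by eye, against 0.261 and 855 here. For ndh they are about 290 in uETS-1H and about 260 in eETS-2HA, against 192 and 173. For cyoB the paper's values in Fig. 2b are about 1500 in uETS-2H, about 2000 in eETS-2HA, about 1400 in uETS-4H, about 1800 in eETS-4HA, about 1200 in eETS-4HB, about 1700 in eETS-4HC and about 1800 in eETS-4HD, against 940.2, 1271, 908, 1015, 475, 909 and 829 here. For appC they are about 26 in uETS-1H, about 54 in eETS-1HA, about 39 in eETS-1HB, about 17 in eETS-1HC and about 51 in eETS-1HD, against 14.2, 33.1, 24.7, 10.8 and 32.9. In ETS-3H the appC values are about 23 in uETS-3H, about 10 in eETS-3HA, about 22 in eETS-3HB, about 9 in eETS-3HC and about 9 in eETS-3HD, against 12.3, 5.27, 13.2, 5.38 and 5.35. The paper's values were higher than those here by a median factor of 1.46 over 49 pairs that leave out nuoB in eETS-4HA. The factor was 1.23 for nuoB, 1.46 for ndh, 1.58 for cyoB, 1.2 for cydB and 1.67 for appC. The alternatives set before the data were examined concern fold changes, correlations, shares and trends, and none was run on these TPM values.

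In Fig. 2a, read by eye, the paper's endpoint correlations are about 0.88 in ETS-1H, about 0.82 in ETS-2H, about 0.9 in ETS-3H and about 0.76 in ETS-4H, against 0.980, 0.954, 0.956 and 0.945 here. Its correlations before against after evolution are about 0.51, about 0.51, about 0.64 and about 0.13, against 0.931, 0.885, 0.859 and 0.908. Of the alternatives set before the data were examined, centring each gene, centring the ATS genes and a mean log2 value of at least 3 each brought 1 of the 4 endpoint correlations within its spread of the paper's. Centring each gene and centring the ATS genes did so for 1 of the 4 correlations before against after evolution. The ATS genes without centring, single cultures and leaving out a lineage closed none.

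In Fig. 3d, read by eye, the paper's oxic shares are about 5.1% in eETS-2HA, about 5.0% in eETS-2HB and about 5.4% in eETS-2HC, against 8.27%, 7.80% and 8.23% here, and the other 13 of 16 did not differ. Without the deleted genes, 0 of 16 differed. With culture 1 alone 1 of 16 did and with culture 2 alone 3 did. With the mean of the cultures' shares 3 did, without the deleted genes and their operons 9, and with all genes as the denominator 16.

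The paper's anoxic shares in Fig. 3d, read by eye, are about 2.4%, about 2.4%, about 1.6% and about 2.4% in eETS-1HA to eETS-1HD, against 14.47%, 12.5%, 5.88% and 7.48% here. In eETS-2HA to eETS-2HD they are about 1.0%, about 1.6%, about 0.7% and about 1.6%, against 13.6%, 12.3%, 19.3% and 20.0%. In eETS-3HA to eETS-3HD they are about 0.25%, about 1.1%, about 0.8% and about 1.1%, against 16.2%, 23.2%, 21.3% and 20.4%. In eETS-4HA to eETS-4HD they are about 0.25%, about 1.1%, about 0.2% and about 0.4%, against 22.3%, 19.8%, 9.97% and 3.16%. Of the alternatives set before the data were examined, all genes as the denominator left 4 of 16 differing and the others left 16. Without grcA, an alternative chosen after seeing the values, 0 of 16 differed.

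In directions, Fig. 3d shows ETS-1H high and ETS-4H low in the anoxic genes. The share here was 3.73 percentage points higher in eETS-4H (exact permutation test, p = 0.457). The difference was -1.37 without grcA, a setting chosen after seeing the values. Without the library labelled eETS-4HA it was 0.892, and without lineage D of both variants 6.41. The paper states a positive correlation with aero-type for iModulon-8 and iModulon-b2287 and a negative one for iModulon-9, iModulon-10 and iModulon-16. None of these passed the threshold here in the order of Supplementary Fig. 4. For iModulon-8 and iModulon-b2287 the deletions largely set the order, so their tests decide little about the paper's statement. The values here are unsigned gene means, not the paper's activities from independent component analysis. In the order of protons per electron, set before the data were examined, iModulon-9, iModulon-10 and iModulon-16 did pass. The paper states that ETS-4H increased NDH-I after evolution, while nuoB here rose in 3 of 4 lineages and the mean log2 fold change was -1.23 with the library labelled eETS-4HA. Leaving out lineage A, set before the data were examined, gives 1.08. The paper states that ETS-4H raised or kept CYO, while cyoB fell to 475 TPM in eETS-4HB, a log2 fold change of -0.94. In the other 3 lineages it was 0.16 (the library labelled eETS-4HA), 0.00055 (eETS-4HC) and -0.13 (eETS-4HD). The mean was -0.23 (limma adjusted p = 0.523), and 0.18 with each library centred.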

Other observations

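The tests of the deleted operons and of grcA were chosen only after the results were seen.

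The higher oxic share of eETS-4H than of eETS-1H could come from the deletions themselves, since oxic genes are deleted in some variants. Without the deleted genes and their operons, 93.75% of pairs of lineages were still in increasing order over the variants, which argues against the deleted genes and their operons as the whole cause. The remaining oxic genes are those of complex II and fumA, which the paper had grouped for their association with aero-type. Complex II had a median log2 fold change after evolution of -1.55 in ETS-1H, 0.92 in ETS-2H, -0.72 in ETS-3H and 2.00 in ETS-4H.

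For the anoxic share, a single gene taking most of the values is a candidate explanation of the missing order over the variants. Without grcA, 26.0% of pairs were in increasing order in place of 54.2%. The log2 fold change of grcA after evolution was 3.15 in ETS-2H, 3.84 in ETS-3H and 5.32 in ETS-4H (limma adjusted p = 1.25e-14, 1.05e-15 and 1.21e-18, higher in 4 of 4 lineages in each). In ETS-1H it was 0.066 (limma adjusted p = 0.745). No biological explanation was tested.

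The genes of the ED pathway, edd and eda, for which the paper reports fluxes, had median log2 fold changes of 0.22 in ETS-1H, 0.25 in ETS-2H, -0.93 in ETS-3H and -0.80 in ETS-4H. With each library centred the last 2 were -0.54 and -0.39. The 5 genes of the cyo operon, deleted in cyoB in ETS-1H and ETS-3H, had medians of -2.57 in ETS-1H, -0.10 in ETS-2H, -0.33 in ETS-3H and -0.23 in ETS-4H, of which those of ETS-3H and ETS-4H became 0.053 and 0.18 with centring. The 13 genes of the nuo operon had medians of 1.09 in ETS-1H, 0.70 in ETS-2H, 0.56 in ETS-3H and 0.70 in ETS-4H, positive with centring as well. In the library labelled eETS-4HA, nuoA, which adjoins nuoB, was at 1571 ± 191 TPM (SD, n = 2 cultures).

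The gene yjjX, in which the paper reports mutations in ETS-4H, had a log2 fold change of -1.14 in ETS-4H (limma adjusted p = 8.21e-08, lower in 4 of 4 lineages) and of 0.80 in ETS-1H (limma adjusted p = 1.98e-05, higher in 4 of 4). For pyrE it was 2.07 in ETS-4H (limma adjusted p = 2.30e-06, higher in 4 of 4, from 0.93 to 4.33 by lineage), -1.48 in ETS-1H (limma adjusted p = 2.23e-04, lower in 4 of 4), -1.25 in ETS-3H (limma adjusted p = 7.53e-04, lower in 3 of 4) and 0.0065 in ETS-2H (limma adjusted p = 0.988). Whether the variants differ in these changes was not tested.

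Set against the unevolved strain on their own, lineages A to D had 922, 995, 938 and 1257 changed genes in ETS-1H, 1010, 789, 1871 and 1849 in ETS-2H, 1569, 2038, 1879 and 2028 in ETS-3H, and 1896, 1755, 992 and 838 in ETS-4H. In ETS-2H, the pair with more changed genes, eETS-2HC and eETS-2HD, is the pair on the other side of uETS-2H in the share of short genes.

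Of the 389 genes that differed between the evolved lineages by retained NqRED, 98 were higher with NDH-I. Leaving out the deleted genes, the lowest log2 differences were those of btsT (-3.97), yjiM (-2.97) and yjiL (-2.80). The highest were those of yfdI (3.06), ytiC (3.05) and rcsA (2.63). The deleted genes ndh (-5.57) and nuoB (6.91) lay further out. Of the 222 genes that differed by retained O2RED, 115 were higher with CYO. Again leaving out the deleted genes, the lowest were fliC (-7.21), flgB (-7.02) and fliA (-6.77), and the highest ybgU (6.32), appB (4.68) and sdhC (4.15). The deleted genes cydB (-8.80) and cyoB (7.93) lay further out. The gene appB adjoins the deleted appC.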
